# Comparative transcriptomics of sympatric species of coral reef fishes (genus: *Haemulon*)

**DOI:** 10.7717/peerj.6541

**Published:** 2019-03-01

**Authors:** Moisés A. Bernal, Groves B. Dixon, Mikhail V. Matz, Luiz A. Rocha

**Keywords:** Gene expression, Speciation, TagSeq, Tropical Western Atlantic, Ichthyology, Divergent selection

## Abstract

**Background:**

Coral reefs are major hotspots of diversity for marine fishes, yet there is still ongoing debate on the mechanisms that promote divergence in these rich ecosystems. Our understanding of how diversity originates in this environment could be enhanced by investigating the evolutionary dynamics of closely related fishes with overlapping ranges. Here, we focus on grunts of the genus *Haemulon*, a group of coral reef fishes with 15 species in the Western Atlantic, 11 of which are syntopic.

**Methods:**

Wild fish samples from three sympatric species of the Caribbean: *Haemulon* *flavolineatum*, *H. carbonarium* and *H. macrostomum*, were collected while SCUBA diving. RNA was extracted from livers, and the transcriptomes were assembled and annotated to investigate positive selection (Pairwise *d*_N_/*d*_S_) and patterns of gene expression between the three species.

**Results:**

Pairwise *d*_N_/*d*_S_ analyses showed evidence of positive selection for genes associated with immune response, cranial morphology and formation of the anterior–posterior axis. Analyses of gene expression revealed that despite their sympatric distribution, *H. macrostomum* showed upregulation of oxidation-reduction machinery, while there was evidence for activation of immune response in *H. carbonarium*.

**Discussion:**

Overall, our analyses suggest closely related grunts show important differences in genes associated with body shape and feeding morphology, a result in-line with previous morphological studies in the group. Further, despite their overlapping distribution they interact with their environment in distinct fashions. This is the largest compendium of genomic information for grunts thus far, representing a valuable resource for future studies in this unique group of coral reef fishes.

## Introduction

Genetic studies on marine fishes have revolutionized our understanding of patterns of speciation and population connectivity, while providing basic information for the implementation of conservation strategies (Rocha, Craig & Bowen, 2007). However, most of these studies are based on a limited number of markers assumed to be neutral, leading to incomplete understanding of the dynamics of divergence between closely related taxa. The significant cost-reduction of massively parallel sequencing over the past decade has made it feasible to sequence large numbers of coding regions in non-model organisms (McCormack et al., 2013; Rocha et al., 2013). Thus, the assembly and annotation of the complete set of coding sequences of a particular organism, i.e. the transcriptome, is a convenient tool for studying their evolutionary history (Elmer et al., 2010; Limborg et al., 2012; Manousaki et al., 2013; Wang et al., 2015; Ma et al., 2016). Since divergence of closely related groups can be influenced by changes in coding regions, as well as those affected by differential gene expression, transcriptomes are well-suited tools for studying the genomic basis of adaptation and isolation of closely related marine fishes.

The scarcity of physical barriers in the ocean, as well as the potential for connectivity across broad distances during larval phases, represent important challenges for traditional views of speciation that require complete reproductive isolation to explain differentiation (i.e.: allopatry; Rocha & Bowen, 2008; Bowen et al., 2013). Mechanisms such as resource partitioning, sexual selection and habitat preferences could be especially important to explain the observed diversity of marine fishes associated with coral reefs, as these ecosystems provide a wide array of resources that can promote ecological differentiation among closely related lineages (Puebla, 2009). Hence, closely related coral reef fishes with broad sympatric ranges are convenient to understand the role resource partitioning and ecological preferences play on the divergence of marine organisms. A notable example in coral reef fishes is the genus *Haemulon*, which is composed of 21 nominal species distributed in the Tropical Western Atlantic (TWA; 15 species) and the Tropical Eastern Pacific (TEP; six species; Lindeman & Toxey, 2003; Robertson & Van Tassell, 2015). In both ocean basins, most of the sister species have completely overlapping ranges, with no apparent physical barriers separating them (Rocha et al., 2008; Tavera et al., 2012). Detailed information concerning the reproductive behavior of grunts is lacking, but their fecundity is highest between March and May (Shinozaki-Mendes et al., 2013), and anecdotal observations suggest they form large spawning aggregations for breeding (Domeier & Colin, 1997). In addition, previous studies have reported hybridization between closely related grunts with overlapping ranges (Rocha et al., 2008; Bernardi et al., 2013; Bernal et al., 2017).

The present study focuses on three closely related species with overlapping distributions in the TWA: *Haemulon* *carbonarium* (Poey, 1860), *H. flavolineatum* (Desmarest, 1823) and *H. macrostomum* (Günther, 1859; Fig. 1). The phylogeny of the group suggests *H. carbonarium* and *H. macrostomum* are sister species, with *H. flavolineatum* being the closest relative to this lineage (Rocha et al., 2008; Tavera et al., 2012). These species are commonly seen schooling together in shallow reefs during the day, and move to sand flats and seagrass beds at night to feed on benthic invertebrates (Tulevech & Recksiek, 1994; Burke, 1995; Lindeman & Toxey, 2003). Coalescent estimates indicate the three species shared a most recent common ancestor approximately 5 Ma, while the split between *H. carbonarium* and *H. macrostomum* occurred approximately 2 Ma (Tavera et al., 2012; Tavera, Acero & Wainwright, 2018). Closely related grunts show considerable differences in diets (Randall, 1967; Pereira et al., 2015) and feeding behaviors (i.e. transitions from benthic to pelagic feeding; Tavera, Acero & Wainwright, 2018). For example, it has been suggested that *H. flavolineatum* feeds mostly on soft-bodied invertebrates and small crabs, while *H. carboraium* and *H. macrostomum* have more durophagous diets (Randall, 1967). Further, phylogenetic studies indicate that coral reef ecosystems accelerated the rate of morphological diversification of reef-associated haemulids, as there are considerable differences in feeding morphology between closely related species (Fig. 1; Price et al., 2013; Tavera, Acero & Wainwright, 2018). Because of these ecological differences, their recent origin and lack of population structure throughout their range (Purcell et al., 2006; Puebla, Bermingham & McMillan, 2012) it has been proposed that allopatric speciation followed by range expansion is an unlikely explanation for this diversification (Rocha et al., 2008). With this in mind, the genus *Haemulon* is a well-suited candidate for exploring the evolutionary mechanisms underlying ecological and morphological divergence of closely related marine fishes, using next-generation sequencing techniques.

**Figure 1:**
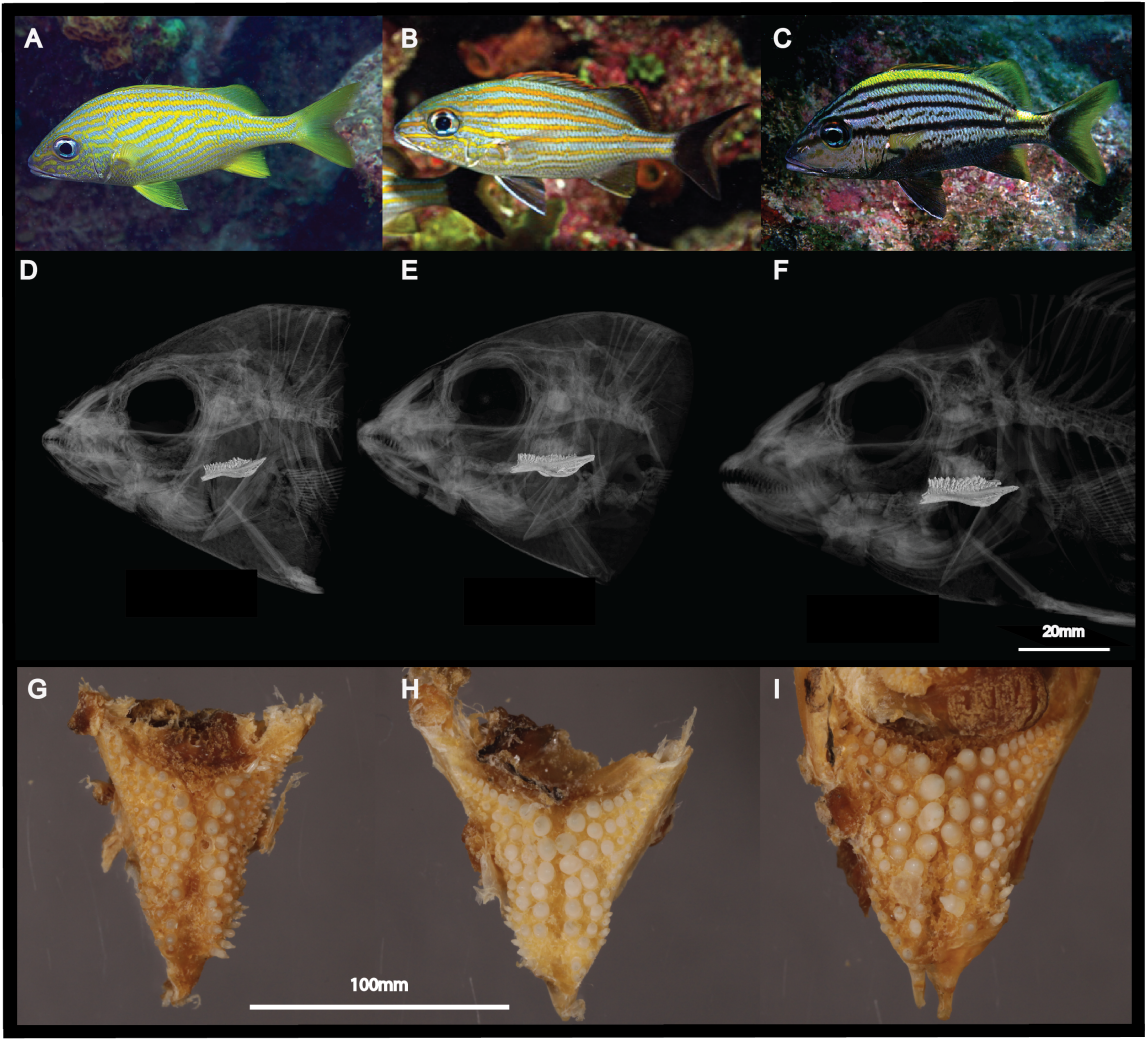
Morphological differences between the three sympatric species of Haemulon. Grunts are characterized by differences in their head and pharyngeal morphology, which are potentially associated with their feeding preferences. This figure shows photographs of H. flavolineatum (A), H. carbonarium (B) and H. macrostomum (C) in the wild; computed tomography scans of the cranium (D–F); and photographs of the lower pharyngeal teeth (G–I). Image credit: LA Rocha, EL Stanley, MA Bernal.

In order to expand our understanding of the evolutionary dynamics of grunts, we sequenced, assembled and annotated liver transcriptomes of the sympatric species *H. carbonarium*, *H. flavolineatum* and *H. macrostomum*. In addition, we employed two different molecular approaches to characterize the differences between the three species: pairwise *d*_N_/*d*_S_ analyses to unravel genes showing evidence of positive selection, and analyses of liver gene expression that could provide insights into the ecological differences of the three species. This study represents the largest compendium of genomic information for the genus *Haemulon* to date, enhancing the resources available for the study of diversification of coral reef fishes.

## Materials and methods

### Specimen collections

Specimens of the three sympatric species of grunts were collected by SCUBA divers using pole spears in the Bocas del Toro Archipelago, Panama in March of 2012 (MiAmbiente Panama Permit SC/A-412). Individuals were euthanized by pithing immediately after collection (IACUC protocol AUP-2011-00172, University of Texas at Austin). In total, eight specimens of *H. carbonarium*, 17 of *H. flavolineatum* and 11 of *H. macrostomum* were collected in 2 days within the same 4-h period (9 am to 1 pm). Of the three species, *H. flavolineatum* was the most abundant and easiest to catch, while *H. carbonarium* and *H. macrostomum* were less common and warier. Dives were on average 60 min long, and liver samples were preserved in RNAlater (ThermoFisher) on the boat immediately after each immersion. Samples were initially stored at −20 °C freezers of the Smithsonian Tropical Research Institute Bocas del Toro Station, to be finally archived at −80 °C at the Center of Comparative Genomics of the California Academy of Sciences. Grunts lack sexual dimorphism, so we inspected the gonads of the collected individuals in order to determine their sex. The individuals collected did not show gonadal development, and sex could not be included as a factor for the analyses described below.

### Transcriptome sequencing and annotation

Total RNA was extracted from all liver samples using the RNAqueous Kit (Life Technologies, Carlsbad, CA, USA), following the manufacturer’s instructions. Final extractions were eluted in 40 µl of elution buffer, and treated with RNA-free-DNAase. The quantity and quality of the extractions were assessed with a Nanodrop spectrophotometer (Thermo Scientific, Waltham, MA, USA) and via electrophoresis in a 2% agarose gel. Extracted samples contained between 400 and 600 ng/µl of RNA.

The preparation of normalized cDNA libraries for transcriptome sequencing followed the protocol of Meyer et al. (2009), with modifications for Illumina sequencing. Only one sample of each species was used for the transcriptome library, which was chosen based on the best concentration and quality. First-strand cDNA synthesis was prepared with 500 ng of RNA. The libraries of the three individuals were sequenced as 100 bp paired end reads using an Illumina HiSeq 2000, at the Genomics Sequencing and Analysis Facility at the University of Texas at Austin. Preprocessing of samples was done following the Tag-Based RNAseq pipeline (https://github.com/z0on/tag-based_RNAseq). Removal of low-quality reads and PCR duplicates was done with *fastq_quality_filter* and *fastx_clipper*, respectively (FastX Tool Kit; Gordon & Hannon, 2010). Removal of duplicated reads was done with “*rnaseq_clipper.pl”*. The processed reads for the studied species are archived as BioProject PRJNA497743, in the Sequence Read Archive of the National Center for Biotechnology Information (NCBI).

The de novo assembly for each species was performed using Trinity V2.0.2 (Haas et al., 2013), generating contigs larger than 200 bp, with the default settings. The program CD-HIT (Fu et al., 2012) was used to identify potential isoforms. Transcripts were considered isoforms if they had more than 99% identity and at least 30% overlap. The assembled contigs were screened for contamination by vectors using the NCBI UniVec Database (accessed on August of 2014), and contigs producing matches with ≤1e^−10^ were removed. The annotation of the remaining contigs was based on UniProt and Trembl databases (downloaded on April, 2017; UniProt Consortium, 2014), using a stand-alone version of BLASTx (BLAST 2.2.28+). The e-value cutoff for matches leading to annotation was 1e^−5^. We also extracted the corresponding Gene Onthology annotation of each contig, using the script “*getGOfromUniProtKB.pl”*. Further, the assembled contigs were annotated with the Kyoto Encyclopedia of Genes and Genomes (KEGG; Kanehisa et al., 2016), using the online resource GhostKOALA (http://www.kegg.jp/ghostkoala/; Kanehisa et al., 2016). For this annotation, the amino-acid sequence of the longest isoform for each particular gene was extracted using the script “*fasta2SBH.pl*”, which resulted in 15,993 sequences for *H. carbonarium*, 14,571 for *H. flavolineatum* and 12,245 for H*. macrostomum*. The annotation was done against the KEGG gene database that retains KO content at the genus level for prokaryotes, and at the family level for eukaryotes. The assembled transcriptomes for each species, as well as their corresponding annotation to the different databases are presented in the Datasets S1–S3. The percentage of assembled contigs that aligned to 75% or more of the reference sequence (i.e.: contiguity) was estimated using the script “*contiguity.pl*”. Completeness of the transcriptome assembly was assessed using the Benchmarking Universal Single-Copy Orthologs (BUSCO) database for both vertebrates (2,586 orthologs) and ray-finned fishes (4,584 orthologs; Simão et al., 2015). The graph of completeness was generated with the BUSCO summary python scripts (available at: http://gitlab.com/ezlab/busco). Unless otherwise specified, all the scripts used for the transcriptome annotation and estimates of contiguity are available at: https://github.com/z0on/annotatingTranscriptomes.

### Analysis of orthologous sequences

Protein coding sequences were extracted from each of the transcriptomes based on BLASTx alignments to the Uniprot databases, using the script “*CDS_extractor_v2.pl*” (https://github.com/z0on/annotatingTranscriptomes). This script offers the advantage of traversing frameshifts within the matching region. An initial set of orthologs was obtained conducting a three-way Reciprocal Best BLASTp hits between the species’ extracted coding sequence (RBB; using the transcriptome of *H. macrostomum* as reference). A sequence was considered an ortholog if the reciprocal match had an e-value < 1e^−5^, more than 75% of sequence identity, and if the alignment length was >50% of the subject sequence. This initial candidate set of orthologous groups was quality controlled with two additional approaches. Following (Dixon, Bay & Matz, 2016), pair-wise *d*_*S*_ values among each set of candidate orthologous sequences were divided into three Gaussian components, based on Bayesian Information Criterion (BIC) implemented in *Mclust* (Fraley & Raftery, 2007). Sequences assigned to the third component (the 4% with the highest mean *d*_*S*_) were assumed to represent false positives and were removed from the analyses (Fig. S1). Finally, orthology was also assessed with the program FastOrtho using the default parameters (Wattam et al., 2013), and only ortholog assignments with concurrent calls from all methods were retained for downstream analyses. This final set of orthologs was composed of 84% of the initial genes of the RBB assessment.

The pairwise *d*_N_/*d*_S_ ratios between orthologous genes of the three species were estimated with Codeml (Yang, 2007). This analysis follows the assumption that *d*_N_/*d*_S_ = 1 suggests orthologs are not under selection, *d*_N_/*d*_S_ < 1 indicates purifying selection and *d*_N_/*d*_S_ > 1 indicates positive selection (Nielsen, 2005). Upon examination of *d*_N_/*d*_S_ estimates for all ortholog pairs we found a small proportion of values that were unrealistically high, potentially due to remaining incorrectly assigned orthologs. To identify reasonable maximum ratios, we fitted Gausian mixture models to the pairwise *d*_N_/*d*_S_ indicative of positive selection (*d*_N_/*d*_S_ > 1). For each species, a four-component model was selected based on BIC and sequences assigned to the highest component were removed from the analysis. The transition between the highest and second highest component occurred at an average *d*_N_/*d*_S_ value of three, thus genes were only considered to be under positive selection if 1 < *d*_N_/*d*_S_ < 3 (Fig. 2; Fig. S2). One limitation of this analysis is that because it was based on one individual per species, we were not able to elucidate intra-specific differences. All scripts used for orthologs assignments are available at: https://github.com/grovesdixon/dNdS_for_grunts.

**Figure 2:**
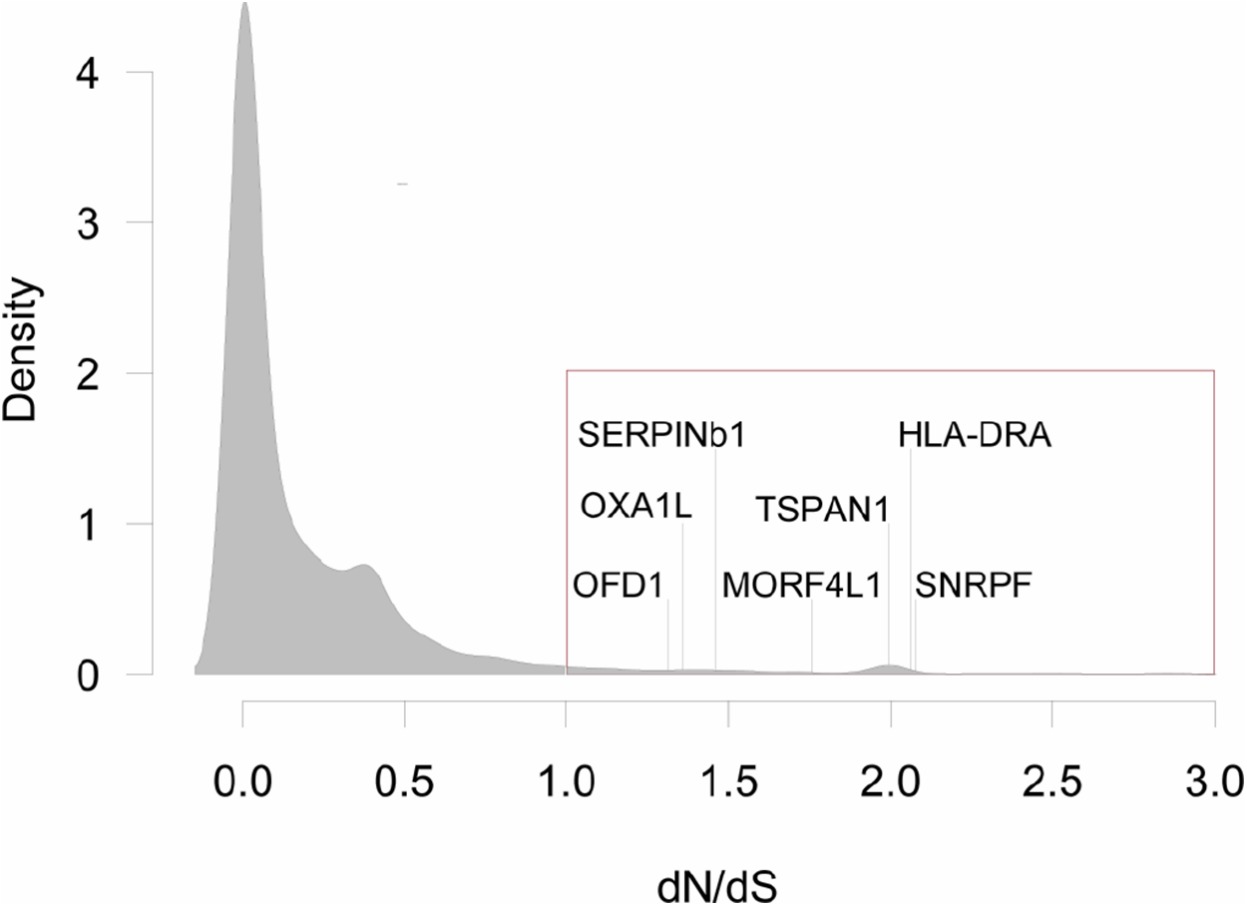
Distribution of *d*_N_/*d*_S_<3 values for all pair-wise comparisons between three species of grunts. Genes with *d*_N_/*d*_S_>1, are highlighted with the red box (*N* = 316, or 3.3% of all comparisons). There were seven genes with *d*_N_/*d*_S_>1 for all pair-wise comparisons: Oral-Facial-Digital Syndrome 1 Protein (OFD1), Mitochondrial Inner Membrane Protein (OXA1L), Leukocyte Elastase Inhibitor (SERPINb1), Mortality Factor 4-Like Protein 1 (MORF4L1), Tetraspanin 1 (TSPAN1), MHC Class II Antigen Beta Chain (HLA-DRA), and Small Nuclear Ribonucleoprotein F (SNRPF).

A gene ontology (GO) enrichment analysis was conducted with a Mann–Whitney U (MWU) test (Wright et al., 2015), for the *d*_N_/*d*_S_ values of the pairwise analyses. The test was performed with all *d*_N_/*d*_S_ values, yet here we only show the significantly enriched categories of the positively selected genes, that is genes 1 < *d*_N_/*d*_S_ < 3 (option “*g*” of the GO-MWU script). This assessment was done separately for the domains biological processes (BP), cellular components (CC) and molecular functions (MF). The false discovery rate (FDR) for GO terms was set to 10%. The scripts for the GO-MWU test are available at https://github.com/z0on/GO_MWU.

### Gene expression

To identify any potential ecological differences between the three sympatric species, TagSeq libraries were prepared for eight individuals of *H. carbonarium*, 17 of *H. flavolineatum* and 11 of *H. macrostomum*. Libraries were prepared following the protocol of Meyer, Aglyamova & Matz (2011) with modifications for introducing Illumina adapters. This protocol for library preparation produces a single tag per mRNA molecule at a random position near the 3′ end (Meyer et al., 2009). The first-strand cDNA synthesis used 300–500 ng of total RNA. After tagging each sample with an individual barcode, samples were size selected via gel-extraction, targeting fragments between 400 bp and 500 bp. Single end reads of 50 bp were sequenced in a single lane of Illumina HiSeq 2000 at the GASF.

Removal of low-quality reads and PCR duplicates was done with *fastq_quality_filter* and *fastx_clipper*, respectively (FastX Tool Kit; Gordon & Hannon, 2010). Adaptor trimming for the TagSeq reads was done with the script “*rnaseq_clipper.pl*” (https://github.com/z0on/tag-based_RNAseq). The reads for the gene expression analyses were archived in the Gene Expression Omnibus database of NCBI, under accession number GSE124093 (BioProject PRJNA497743). The annotated transcriptome of *H. macrostomum* was used as reference for mapping the TagSeq reads, as it had the lowest number of annotated transcripts (24,650 in total). Mapping to the reference transcriptome was done using Bowtie2 (Langmead & Salzberg, 2012), searching up to five matches per read. The number of reads that mapped to a particular transcript was extracted into a single text file using “*samcount_v.0.1.pl*”. As for the transcriptome analyses, unless specified, all the scripts used in this section are available at https://github.com/z0on/tag-based_RNAseq.

Differentially expressed genes (DEGs) were identified with DESeq2 (Love, Huber & Anders, 2014), using negative binomial generalized linear models. Normalization was done for all the gene counts using the three species as conditions. A likelihood ratio test (LRT) was used to determine the DEGs between the species, while excluding any genes differentially expressed within species (Love, Huber & Anders, 2014). For the principal coordinate analysis (PCoA), a matrix of normalized, log-transformed, nearly homoscedastic gene expression values was obtained via variance stabilizing transformation in DESeq2. The PCoA was performed with the R package *ape* (Paradis, Claude & Strimmer, 2004) based on Manhattan distances, which in this case correspond to the sum of log-fold differences across all genes. Pair-wise comparisons between the three species (*H. carbonarium* *vs* *H. flavolineatum*; *H. carbonarium* *vs* *H. macrostomum*; *H. macrostomum* *vs* *H. flavolineatum*) were conducted using the “Contrast” function of DESeq2, which determines whether the log2 fold change between two conditions is significantly different from zero (Love, Huber & Anders, 2014). A table with *p*-values and adjusted *p*-values of the log2 fold changes was exported and used for downstream analyses. A heat map with two-way hierarchical clustering was generated using the R package *pheatmap* (Kolde, 2015), using only the variance stabilized values of annotated significant genes of each of the pairwise comparisons.

A GO-MWU enrichment test (Wright et al., 2015) was done to determine if any GO terms were enriched based on the up- or down-regulated genes in the pairwise analyses. For this test, the unadjusted *p*-values from the pairwise comparisons of all genes were log-transformed. For downregulated genes, the value was kept negative while the upregulated log-*p* values were converted to positive (multiplying by −1). In this case the GO-MWU test determines enrichment of GO terms that correspond to upregulated or downregulated genes based on the list of all genes ranked according to the log-transformed unadjusted *p*-values. As in the *d*_N_/*d*_S_ GO-MWU analysis, the assessment was done separately for the domains BP, CC and MF, and FDR for GO terms was 10%.

## Results

### Transcriptome assembly and annotation

After removal of adaptors and quality control, 38,137,060 paired end reads were recovered for *H. carbonarium*, 38,999,126 for *H. flaviguttatum* and 48,779,031 for *H. macrostomum* (Table 1). The number of assembled isoform clusters after the Trinity assembly were 111,823 for *H. carbonarium*, 80,962 for *H. flavolineatum* and 81,132 for *H. macrostomum* (Table 1).

**Table 1:** Basic description of the transcriptome.

Species	Contigs	Max length (bp)	Average length (bp)	N50	Isogroups (CD-hit)	Annotated
HCAR	155,245	6,471	425	440	111,822	35,769
HFLAV	109,649	6,613	438	461	80,963	27,537
HMAC	111,768	6,079	443	465	81,132	24,650

**Note:**

Number of contigs, maximum length of contigs, average length, total length, N50 and number of isogroups for liver transcriptomes of *Haemulon carbonarium* (HCAR), *H. flavolineatum* (HFLA) and *H. macrostomum* (HMAC), after removal of potential contaminants. The minimum length of the contigs was set to 200 bp for the three species.

Using the UniProt and Trembl database, between 25% and 32.28% of the transcripts were annotated: 35,769 for *H. carbonarium* (15,784 genes), 27,537 for *H. flavolineatum* (13,497 genes) and 24,650 for *H. macrostomum* (12,802 genes). As expected, annotation success was proportional to contig size. For the three species, approximately 40% of the contigs were between 200 and 300 bp, while 5% were longer than 1,000 bp. The annotation with the KEGG database resulted in 11,755 annotated transcripts for *H. carbonarium* (73.50%), 10,751 for *H. flavolineatum* (73.80%) and 9,010 *H. macrostomum* (73.60%). The small size of the assembled contigs resulted in relatively low values of contiguity at 75% or more of the reference sequence: 12% for *H. carbonarium*, 13% for *H. flavolineatum* and 16% for *H. macrostomum*. Measures of completeness with respect to the vertebrate BUSCO dataset were 53.4% for *H. carbonarium*, 47.9% for *H. flavolineatum* and 46.6% for *H. macrostomum*. Completeness with the BUSCO ray-finned fish database was 31.9% for *H. carbonarium*, 29.6% for *H. flavolineatum*, and 30.3% for *H. macrostomum* (Fig. S3). It is important to highlight that these values of completeness could be influenced by the fact that the transcriptomes here presented are based on liver, and not a combination of tissues.

### Analysis of positive selection

The majority of ortholog calls made using RBB were concurrent with both the decomposition of synonymous mutations into Gaussian components and the analysis of FastOrtho (84%). The final set of high-confidence orthologs included 3,781 orthologous groups, that ranged in length from 150 bp to 3,216 bp. The results of the GO-MWU enrichment test are summarized on Table 2, while the list of all annotated genes under positive selection is available on Table S1. The majority of enriched GO terms for all comparisons were related to immune response and pathogen resistance, corresponding to the BP category. The pairwise comparisons between *H. carbonarium* and *H. flavolineatum* resulted in 74 genes with 1 < *d*_N_/*d*_S_ < 3, and the enrichment test resulted in five significant categories for BP, seven for CC and three for MF. Enriched categories under positive selection for this comparison included metabolism of carbohydrates and immune response (Fig. S4). Meanwhile, 116 genes showed evidence of positive selection in the comparison of *H. carbonarium* and *H. macrostomum*, including the developmental gene protein pumilio homolog 2 (PUM2; Table 2). The GO-MWU for these two species showed 37 significant categories for BP, nine for CC and 20 for MF (Fig. S5). Categories with significant enrichment in this comparison were related to immune response, lipid and carbohydrate metabolism and components of the cell membrane. Finally, the comparison between *H. flavolineatum* and *H. macrostomum* revealed 131 genes showing evidence of positive selection, the largest number among the three comparisons, including the gene cytokine stromal-cell derived factor 1 (SDF1). This comparison revealed enrichment of 25 categories for BP, six for CC and 20 for MF (Fig. S6), which included genes related with immune response, metabolism of lipids, carbohydrate binding and cargo receptors.

**Table 2:** Results for the analyses of positive selection.

Species	1 < *d*_N_/*d*_S_ < 3	Significant GO terms		
		BP	CC	MF
HCAR *vs* HFLA	72	**5-**Humoral immune response (21)	**5-**Transcriptionally active chromatin (6)	**3-**Scavenger receptor activity (8)
HCAR *vs* HMAC	116	**37-**TOR signaling (6)	**9-**Peroxisomal matrix (7)	**20-**Palmitoyl-CoA hydrolase activity(5)
HFLA *vs* HMAC	130	**25-**Long-chain fatty acid metabolic process (9)	**6-**External side of plasma membrane (18)	**12-**Scavenger receptor activity (8)

**Note:**

Number of orthologs under positive selection (1 < *d*_N_/*d*_S_ < 3) for pairwise comparisons between *H. carbonarium* (HCAR), *H. flavolineatum* (HFLA) and *H. macrostomum* (HMAC), along with the number of significantly enriched GO terms (in bold), the most significantly enriched GO term and the number of genes that belong to the most enriched GO term (in parenthesis).

In total, 50 orthologous groups showed evidence of positive selection in more than one comparison, including genes related with development of the nervous system (Protein Strawberry Notch homolog 2; PC4 And SFRS1-Interacting Protein; Monoacylglycerol Lipase ABHD12) and immunity (C-Type Lectin Domain Family 4-Member M; Growth Factor Receptor-Bound Protein 2; GTPase IMAP Family Member). Further, seven orthologs were under positive selection for all pairwise comparisons: Leukocyte Elastase Inhibitor (stress response), MHC Class II Antigen Alpha Chain (immunity), Mitochondrial Inner Membrane Protein OXA1L (metabolism), Mortality Factor 4-Like Protein 1 (stress response), Oral-Facial-Digital Syndrome 1 Protein (development), Small Nuclear Ribonucleoprotein F (replication) and Tetraspanin (immunity; Fig. 2).

### Differential gene expression

TagSeq reads of the three species mapped to 58,532 transcripts of *H. macrostomum,* 13,355 of which were annotated. 

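Livers of 8 *H. carbonarium*, 17 *H. flavolineatum* and 11 *H. macrostomum* were each sequenced as a separate TagSeq library. TagSeq reads a tag near the 3′ end of each messenger RNA, so that a count stands for a transcript and does not grow with its length. The authors removed PCR duplicates, mapped the reads of all 36 fish to the liver transcriptome of *H. macrostomum* with Bowtie2, allowing a read to match several places, and counted reads per isogroup, which is a cluster of isoforms. The values used here are these raw counts for 58532 isogroups. Total counts per fish had a median of 1523535.5 in *H. carbonarium* (range 722995 to 1930321), 1507930 in *H. flavolineatum* (578011 to 2594002) and 1690551 in *H. macrostomum* (1149810 to 3252882). Isogroups with enough counts in at least the smallest group of fish were tested, which left 8598 isogroups holding 96.6% of the counts. A single edgeR quasi-likelihood fit with TMM scaling covered all fish, and differentially expressed genes (DEGs) were called at an adjusted p under 0.01. On simulated differences of 2 log2 units among these fish, the test recovered 81.4% for *H. carbonarium* against *H. flavolineatum*, 70.2% for *H. carbonarium* against *H. macrostomum* and 88.9% for *H. flavolineatum* against *H. macrostomum*, and at 1 log2 unit 21.8%, 16.1% and 25.6%. Levels are in CPM, counts scaled to a common total of the tested isogroups by TMM, given as mean ± SD, and a positive log2 fold change means a higher level in the species named first. A protein name was available for 1347 of the tested isogroups, 1146 of them through Table S2, which holds only isogroups the study had called as DEGs, so that counts over named isogroups are not independent evidence. By its fold changes, no sheet of Table S2 holds *H. carbonarium* against *H. macrostomum*, so most names come from DEGs of contrasts with *H. flavolineatum*. Lists of proteins are counted in isogroups, and a protein with several isogroups counts several times. Because every read was mapped to *H. macrostomum*, a low count in either other species can come from sequence difference, and isogroups with the same protein name can share reads. Intervals and lower limits given for low counts cover counting error only.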

The total number of reads that mapped to the transcriptome of *H. macrostomum* were: 18,043,592 for *H. carbonarium* (overall mapping efficiency 77.33%), 37,404,508 for *H. flavolineatum* (79.31%) and 28,098,252 for *H. macrostomum (*82.67%). 

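A few transcripts made up much of each liver library. The 10 most abundant isogroups held a median of 41.7% of the counts in *H. carbonarium*, 39.4% in *H. flavolineatum* and 37.6% in *H. macrostomum*, with a highest share of 68.2% in 1 *H. flavolineatum*. No 2 libraries of a species were alike enough to be the same library under different labels. The lowest chi-square per degree of freedom between any pair was 9.01 in *H. carbonarium*, 7.55 in *H. flavolineatum* and 8.88 in *H. macrostomum*.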

The average number of counts per individual for the analysis of differential expression was 1,569,552 with a minimum of 578,011 and a maximum of 3,252,882.

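Named transcripts with large differences among the 3 species included a lectin, a carnitine transporter and a complement regulator. Serum lectin isoform 3 (isogroup43018), a sugar-binding protein, was at 926 ± 599 CPM in *H. flavolineatum* (SD, n = 17), at 3.71 ± 3.45 in *H. carbonarium* (n = 8) and at 1.57 ± 0.546 in *H. macrostomum* (n = 11), with an adjusted p of 1.09e-19 for the test over the 3 species. Of the 3 isogroups with this name, 2 were higher and 1 lower in *H. flavolineatum* than in *H. macrostomum*. Their log2 fold changes ran from 9.13 to -7.25, and their sum gave 1.48. Solute carrier family 22 member 5 (isogroup659), which carries carnitine into cells, was at 26.5 ± 10.7 CPM in *H. carbonarium* and 22.8 ± 9.68 in *H. macrostomum* but at 0.132 ± 0.396 in *H. flavolineatum*, where it had 2 counts in all. Complement factor H (isogroup929), which restrains the complement cascade, differed among all 3, at 162 ± 92.3 CPM in *H. carbonarium*, 1134 ± 359.9 in *H. flavolineatum* and 2341 ± 418.5 in *H. macrostomum* (adjusted p = 2.39e-12). In total, 2800 of 8598 tested isogroups (32.6%) differed between species in edgeR's quasi-likelihood test, and 970 of these had a protein name.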

The analysis of differential expression with the LRT (Love, Huber & Anders, 2014) revealed 6,028 differentially expressed transcripts (1,855 annotated) between the three species (*p* < 0.01). The PCoA of all genes showed that despite inhabiting the same environment and being collected in a period of 2 days, individuals cluster tightly together by species. The first two principal components explained 25% of the variation: PC1 = 16.38% and PC2 = 9.02% (Fig. 3).

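Every one of the 36 fish had a fish of its own species as its nearest neighbour. In a PCoA of Manhattan distances between variance-stabilized counts of all genes, the first axis held 14.3% and the second 8.16% of the variation, together 22.5%. On the first axis *H. macrostomum* (10462 ± 1746, mean ± SD, n = 11) and *H. flavolineatum* (-7104 ± 1656, n = 17) lay at opposite ends with *H. carbonarium* between them (711 ± 1792, n = 8). The second axis set *H. carbonarium* (-10110 ± 3308) apart from *H. flavolineatum* (2778 ± 1760) and *H. macrostomum* (3060 ± 2351). Species accounted for 21.7% of the squared distances (pseudo-F 4.58, permutation test, p = 0.001, the smallest that the permutations allow). The median distance within a species was 0.864 of the median distance between species. The share on the first 2 axes depends on the genes used. It was 55.0% over the DEGs of the likelihood ratio test alone, which were selected for differing between species in these same fish. It was 35.0% over the isogroups with enough counts to be tested.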

**Figure 3:**
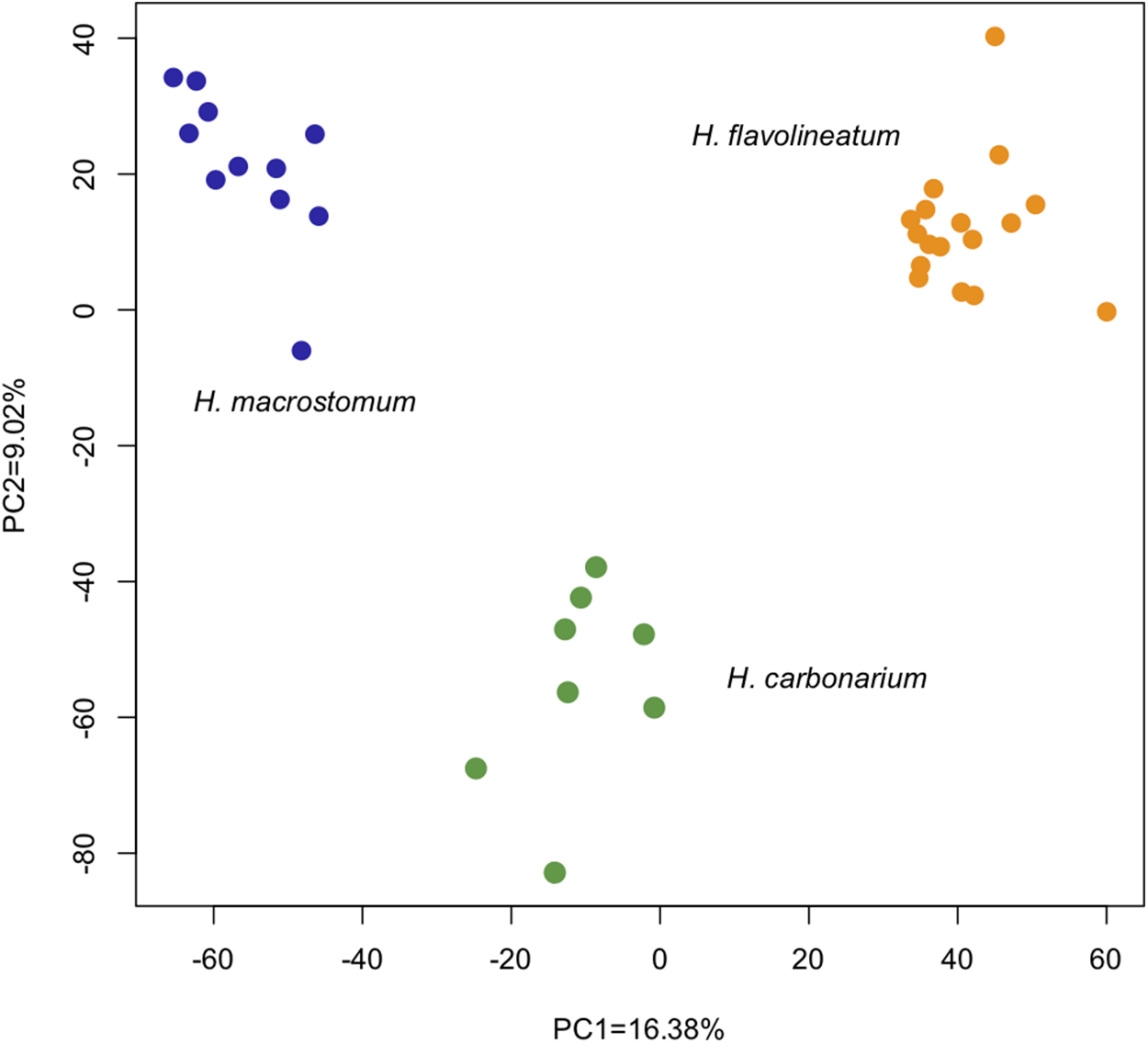
Principal Coordinate Analysis based on the read counts of differentially expressed genes between the three species of grunts based on the LRT. The first two axes captured 25% of the variance, and analyzed samples clustered together according to the species.

The first round of pairwise comparisons between species resulted 2,367 DEGs for the comparison of *H. carbonarium* and *H. flavolineatum*, 2,283 for *H. carbonarium* and *H. macrostomum*, and 4,427 between *H. flavolineatum* and *H. macrostomum*. However, after making the heatmaps for this initial round of contrasts, it was evident that half of the individuals of *H. flavolineatum* showed significant upregulation for Vitellogenin and Zona Pellucida genes (Fig. S7), suggesting that the individuals were female and preparing for reproduction.

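Over all 36 fish, the named isogroups with the largest changes and non-overlapping levels between *H. carbonarium* and *H. flavolineatum* were PLD1 (isogroup9499), higher in *H. carbonarium* with a log2 fold change of 7.93 (SE 0.72), and serum lectin isoform 3 (isogroup43018), lower in *H. carbonarium* (-7.87, SE 0.55). Smaller changes were in enzymes and carriers. UDP-glucuronosyltransferase 2A1 (isogroup230), which attaches glucuronic acid to hormones and foreign compounds, was at 70.6 ± 22.2 CPM (SD, n = 8) in *H. carbonarium* and 1.23 ± 1.20 (n = 17) in *H. flavolineatum*, a log2 fold change of 5.67 (SE 0.39, adjusted p = 1.17e-14). Solute carrier family 27 member 2 (isogroup4035), which takes up and activates fatty acids, was also higher in *H. carbonarium* than in *H. flavolineatum* (log2 fold change 5.61, SE 0.49). Aquaporin-8 (isogroup3523), a water channel, had 136 counts in *H. carbonarium* and 3 in *H. flavolineatum*, a ratio per total count of 98.0 (95% counting interval 32.8 to 481). Against *H. macrostomum*, *H. carbonarium* had more of beta-ureidopropionase (isogroup3987), which breaks down pyrimidines (log2 fold change 6.01, SE 0.61, adjusted p = 5.91e-10), at 553 ± 960 CPM against 8.80 ± 7.34. Transmembrane protein 60 (isogroup16603) had 203 counts in *H. macrostomum* and none in *H. carbonarium*, where it was at least 40.8-fold lower, taking 3 counts over the group as the lower limit of detection. Cytochrome P450 2F5 (isogroup793), an oxidase of small foreign molecules, had 394 counts in *H. macrostomum* and none in *H. flavolineatum* (at least 171-fold lower on the same limit). In all, 1238 isogroups differed between *H. carbonarium* and *H. flavolineatum* (675 higher and 563 lower in *H. carbonarium*), 1160 between *H. carbonarium* and *H. macrostomum* (523 higher and 637 lower in *H. carbonarium*) and 2233 between *H. flavolineatum* and *H. macrostomum* (996 higher and 1237 lower in *H. flavolineatum*). These are 14.4%, 13.5% and 26.0% of the tested isogroups, and their median absolute log2 fold changes were 1.74, 1.85 and 1.53. A sequence that *H. carbonarium* or *H. flavolineatum* carries in a diverged form would also give few counts on the *H. macrostomum* reference.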

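Vitellogenins, the yolk precursors that the liver secretes, and choriogenins, which build the egg envelope, were abundant in 6 of the 17 *H. flavolineatum*. Vitellogenin, summed over its isogroups and scaled by TMM over the whole library, was at 32757 CPM in fish 3, 52687 in fish 10, 55466 in fish 12, 70269 in fish 13, 44801 in fish 14 and 45529.5 in fish 18. Among the other 11 *H. flavolineatum* it ranged from 11.2 to 1620 CPM, among the 8 *H. carbonarium* from 11.6 to 69.1 and among the 11 *H. macrostomum* from 8.74 to 109. In the same order of the 6 fish, choriogenin was at 69058, 208745, 106977, 194585, 121879 and 145324 CPM and zona pellucida proteins, also of the egg envelope, at 125, 373, 145, 469.6, 167 and 139. Choriogenin ranged from 47.0 to 2864 CPM in the other *H. flavolineatum*, from 48.3 to 998.98 in *H. carbonarium* and from 32.8 to 307 in *H. macrostomum*. Zona pellucida proteins ranged from 10.1 to 51.0 CPM in the other *H. flavolineatum* and from 47.9 to 101 in *H. carbonarium*, but from 39.7 to 141 in *H. macrostomum*, which overlaps with the 6 fish. Egg proteins together took 9.53% of the counts in fish 3 (95% exact Clopper-Pearson interval 9.49 to 9.57) and 19.4% in fish 13 (19.3 to 19.5), the lowest and highest of the 6. Over all fish, vitellogenin B (isogroup31593) had a log2 fold change of -9.06 for *H. carbonarium* against *H. flavolineatum* (SE 1.84, adjusted p = 2.62e-04) and 9.56 for *H. flavolineatum* against *H. macrostomum* (SE 1.61, adjusted p = 8.44e-06). Zona pellucida sperm-binding protein 3 (isogroup2893) went the other way, at 36.1 ± 13.9 CPM in *H. flavolineatum* against 78.0 ± 19.3 in *H. carbonarium* and 101 ± 28.3 in *H. macrostomum* (adjusted p = 1.75e-04 and 1.35e-07 from edgeR). Zona pellucida protein Ba (isogroup23169) averaged 70.2 CPM in *H. flavolineatum*, 0.125 in *H. macrostomum* and 0 in *H. carbonarium*, but did not have enough counts in enough fish to be tested. The fish were not tested against one another by these levels, since the levels define the groups. From the high vitellogenin and zona pellucida transcripts, the paper proposes that these fish were females preparing to reproduce.

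**Figure D1:**
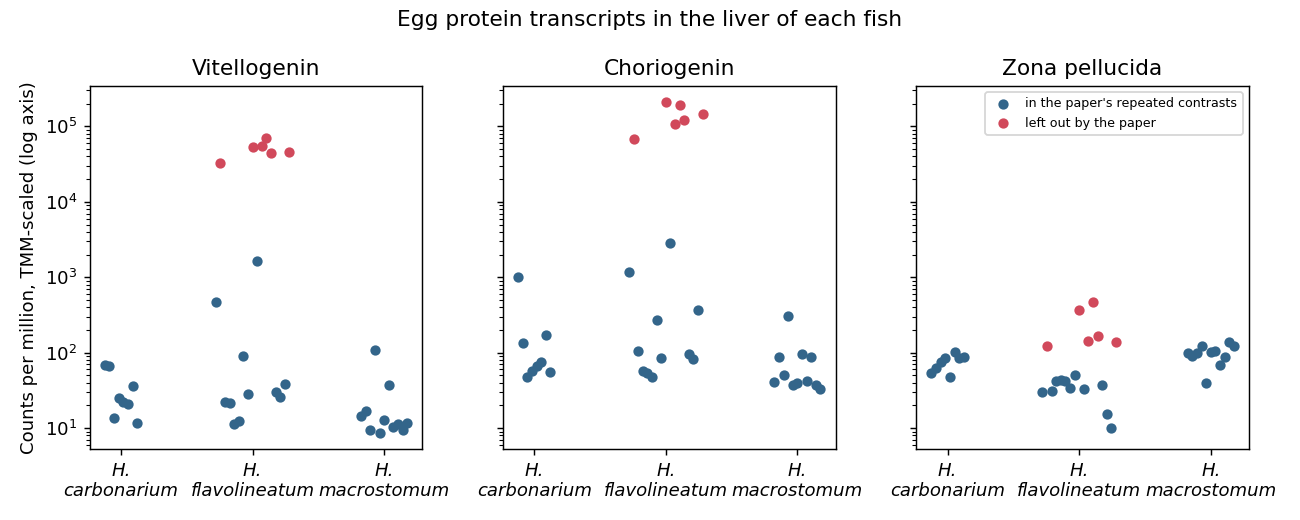
CPM (log axis) of vitellogenin, choriogenin and zona pellucida proteins in each of the 36 fish, by species, with 1 point per fish and the fish left out of the repeated contrasts in red. The 6 red fish lie between 32757 and 70269 for vitellogenin, and all the other fish lie at 1620 or below.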

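The mean counts per isogroup that Table S2 gives for its contrasts identify the fish behind them. For *H. carbonarium* against *H. flavolineatum*, 671 of the 677 listed means are met to within a relative difference of 0.001 by 30 fish, those without *H. flavolineatum* 3, 10, 12, 13, 14 and 18. For *H. flavolineatum* against *H. macrostomum*, the listed means are met by all 36 fish in 1340 of 1355 cases. The 6 are the fish with the egg protein levels given above, and the paper's reason for leaving them out is their highly upregulated reproductive genes. The same search on simulated sets of fish found every fish correctly in 20 of 20 sets. The repeated contrasts below use the remaining 8 *H. carbonarium*, 11 *H. flavolineatum* and 11 *H. macrostomum*, with 8518 isogroups tested. Among the remaining *H. flavolineatum*, fish 11 and fish 2 had the most vitellogenin, at 1620 and 470.4 CPM, and the others had 91.8 or less. Between the remaining *H. flavolineatum* and *H. macrostomum*, vitellogenin B (isogroup31593) had a log2 fold change of 3.12 (SE 0.79, adjusted p = 0.0023), which was 0.31 (SE 0.49, adjusted p = 0.663) without these 2 fish, while between *H. carbonarium* and the remaining *H. flavolineatum* it was at -2.61 (SE 0.88, adjusted p = 0.0306).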

In order to get a more accurate representation of contrasts between species, the test was repeated excluding the individuals of *H. flavolineatum* with highly upregulated reproductive genes, which resulted in fewer DEGs than initial estimates. Thus, we found 2,040 DEGs (677 annotated) in the comparison of *H. carbonarium* and *H. flavolineatum*, and the GO-MWU showed two terms enriched for BP, 13 for CC and five for MF (Table 3; Fig. S8). 

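Without the 6 fish, complement proteins, P450 enzymes and a chemokine separated *H. carbonarium* from *H. flavolineatum*. Complement C1q protein 2 (isogroup36119), of the family that binds targets to start the complement cascade, was higher in *H. carbonarium* (log2 fold change 5.71, SE 0.63, adjusted p = 1.42e-08; 5.54 over all fish). Complement factor H (isogroup929) was lower in *H. carbonarium* (-3.00, SE 0.25, adjusted p = 4.51e-11; -2.80 over all fish). Interleukin-8 (isogroup1679), which attracts neutrophils, was higher in *H. carbonarium* (1.92, SE 0.25, adjusted p = 3.25e-07; 2.21 over all fish), as was cytochrome P450 2J2 (isogroup848), an oxidase of fatty acids (5.19, SE 0.50, adjusted p = 1.01e-09; 4.57 over all fish). Of 31 complement components and factors, 3 were higher in *H. carbonarium*, 8 lower and 20 did not pass the test (6 higher and 9 lower when adjusted over the list alone). Of 18 cytochrome P450 enzymes, 7 were higher and 4 lower, and the same held over the list alone. In total, 1056 of 8518 isogroups (12.4%) differed, 611 higher in *H. carbonarium* and 445 lower, with 425 of them named. Of the 5 egg proteins with enough counts, 1 was higher in *H. carbonarium* and none was lower (1 and 3 over the list alone), against 1 and 7 of 8 over all fish.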

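A pancreatic trypsinogen and 2 lectins were among the largest named differences between *H. carbonarium* and *H. macrostomum* in the repeated contrast. Trypsinogen H2_3a4 (isogroup62223), the precursor of a digestive protease, was higher in *H. carbonarium* by a log2 fold change of 8.99 (SE 0.62, adjusted p = 7.26e-13), at 7659 ± 5799 CPM (SD, n = 8) against 15.5 ± 19.2 (n = 11). Intelectin-1a (isogroup48155), which binds microbial sugars, was higher in *H. carbonarium* (7.26, SE 0.36, adjusted p = 1.64e-16), and lactose-binding lectin l-2 (isogroup1539) was lower (-6.79, SE 0.78, adjusted p = 5.52e-08). The other of the 2 intelectin-1a isogroups was lower in *H. carbonarium* over all fish (-2.38), and the 2 summed to a log2 fold change of 0.456. With smaller differences, hepcidins, small peptides that limit iron in blood and kill bacteria, went both ways: isogroup13090 was higher in *H. carbonarium* (3.57, SE 0.40) and isogroup5033 lower (-2.96, SE 0.62). A second complement factor H (isogroup40607) had 149 counts in *H. macrostomum* and none in *H. carbonarium*, at least 29.95-fold lower against 3 counts over the group. In total, 1223 of 8518 isogroups (14.4%) differed, 553 higher in *H. carbonarium* and 670 lower, 427 of them named. The 6 fish left out belong to neither species but change the shared dispersion and the isogroups tested. With all fish, intelectin-1a isogroup48155 was at 7.24 and trypsinogen H2_3a4 at 8.97.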

The comparison of *H. carbonarium* and *H. macrostomum* showed 2,283 DEGs (1,152 annotated), and this comparison had the highest amount of enriched terms for the GO-MWU analysis: 171 for BP, 57 for CC and 56 for MF (Table 3; Fig. S9). 

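Lectins, a carnitine transporter and carriers of blood lipids separated *H. flavolineatum* from *H. macrostomum* in the repeated contrast. Serum lectin isoform 3 (isogroup43018) was higher in *H. flavolineatum* (log2 fold change 9.01, SE 0.44, adjusted p = 6.57e-17, and 9.13 over all fish). Of the 3 isogroups with this name, 2 were higher and 1 lower (-7.25) over all fish, and their sum gave a log2 fold change of 1.48. Solute carrier family 22 member 5 (isogroup659) had 2 counts over all 17 *H. flavolineatum* and 459 in *H. macrostomum*, a ratio per total count of 299 (95% counting interval 82.3 to 2477). Apolipoprotein M (isogroup7657), a carrier of signalling lipids in blood, was lower in *H. flavolineatum* (-1.12, SE 0.17, adjusted p = 3.07e-06; -1.35 over all fish), and an apolipoprotein B-100 (isogroup701), the backbone of low-density lipoproteins, was higher (2.27, SE 0.27, adjusted p = 4.42e-08; 2.42 over all fish). C-C motif chemokine 25 (isogroup1669), which guides T cells, was lower in *H. flavolineatum* (-5.17, SE 0.47, adjusted p = 2.11e-10), as was lysozyme C (isogroup3721), which cuts bacterial cell walls (-1.38, SE 0.25, adjusted p = 4.65e-05). In total, 1913 of 8518 isogroups (22.5%) differed, 785 higher in *H. flavolineatum* and 1128 lower, and 731 of these were named. Of the egg proteins with enough counts, 4 of 5 were higher in *H. flavolineatum* and 1 was lower, the same when adjusted over the list alone, but without *H. flavolineatum* fish 2 and 11 none of 4 was higher and 1 was lower.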

Finally, the comparison of *H. flavolineatum* and *H. macrostomum* showed 3,742 DEGs (1,355 annotated), revealing 22 enriched terms for BP, 28 for CC and 20 for MF (Table 3; Fig. S10). The heatmaps without the individuals with upregulated Vitellogenin are summarized in Fig. 4, while the complete lists of DEG for each comparison are presented in Table S2.

**Figure 4:**
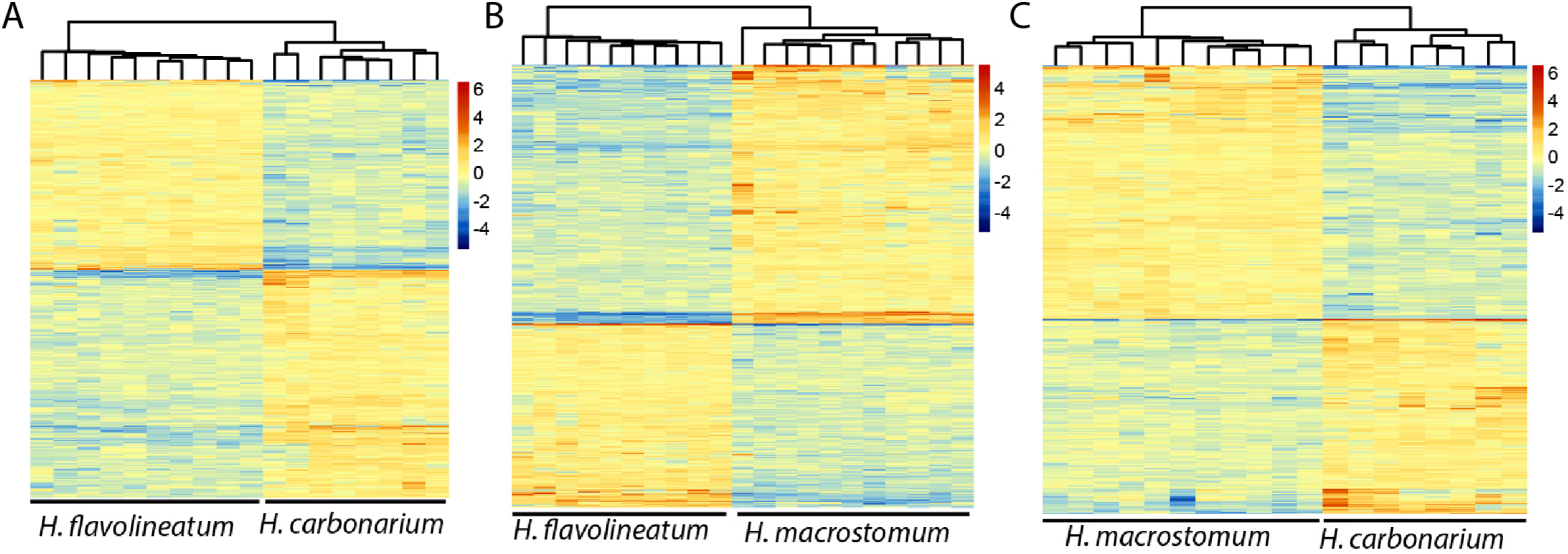
Heatmaps of the differentially expressed genes. Images represent the comparisons *Haemulon flavolineatum vs H. carbonarium* (A), *H. flavolineatum vs H. macrostomum* (B) and *H. carbonarium vs H. macrostomum* (C). Clustering of columns represent the grouping of samples by species. Samples of *H. flavolineatum* with upregulation for reproductive genes were excluded from this analysis.

**Table 3:** Differentially expressed genes and GO terms enriched for the comparisons.

Species	Direction	DEG	Significant GO terms		
			BP	CC	MF
HCAR *vs* HFLA	Up	1,234	**1**-Immune response (177)	**10**-Microfibril (11)	**3**-Serine hydrolase activity (4)
	Down	806	**1**-Translation (182)	**3**-Cytosolic large ribos. Sub. (32)	**2**-Nutrient reservoir activity (7)
HCAR *vs* HMAC	Up	1,075	**36**-Asymmetric cell division (5)	**20**-Mit. respiratory chain II (8)	**30**-Eukaryotic translation init. (13)
	Down	1,208	**135**-rRNA base methylation (7)	**27**-Hemoglobin complex (6)	**26**-Retinol dehydrog. activity (5)
HFLA *vs* HMAC	Up	1,462	**7**-Ductus arteriosus closure (5)	**10**-Hemoglobin complex (6)	**6**-Nutrient reservoir activity (7)
	Down	2,280	**15**-Regulation of aminoacid transport (13)	**18**-Multi-eIF complex (6)	**14**-Protein kinase A regulatory sub (10)

**Note:**

Number of differentially expressed genes (DEG) that were up- and down-regulated in pairwise comparisons of *H. carbonarium* (HCAR), *H. flavolineatum* (HFLA) and *H. macrostomum* (HMAC), along with the number of significant GO terms enriched in the comparisons (in bold). Names represent the most significantly enriched GO term for the categories, and the numbers in parenthesis represent the genes that belong to the most enriched GO term.

## Discussion

Closely related fishes with completely overlapping distributions offer a great opportunity to study the mechanisms of divergence in coral reef ecosystems. Since there is an apparent paucity of physical barriers that could promote allopatric speciation in the sea, it is possible that a significant portion of the rich diversity of coral reef fishes originated as a result of exploiting the surrounding environments in different ways (Rocha & Bowen, 2008; Puebla, 2009; Bowen et al., 2013). With this in mind, we compared the transcriptome of three sympatric species of *Haemulon* with completely overlapping distributions in the TWA.

### Gene expression of wild fish samples

Originally, the analyses of liver gene expression were done to evaluate potential differences in diet between the three sympatric species, which have been previously reported in the literature (Randall, 1967; Pereira et al., 2015). However, we did not recover clear patterns of gene expression that could be unequivocally related to differences of feeding habits. 

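Of 8 digestive enzymes of the exocrine pancreas, 7 were higher in *H. carbonarium* than in *H. macrostomum* and none was lower, also over the list alone, among them chymotrypsin B (isogroup23329), a protease of the gut (log2 fold change 3.50, SE 0.48, adjusted p = 1.37e-06). For *H. carbonarium* against *H. flavolineatum*, 3 were higher and 1 lower (5 and 1 when adjusted over the list alone, as over all fish, but 3 and 2 over all fish without *H. carbonarium* fish 1), the lower one being alpha-amylase (isogroup80829), which digests starch (-3.60, SE 0.53, adjusted p = 4.30e-06). For *H. flavolineatum* against *H. macrostomum*, 4 were higher and none was lower. The enzymes summed to 22438 ± 16092 CPM in *H. carbonarium* (SD, n = 8), 8425 ± 4205 in *H. flavolineatum* (n = 17) and 3744 ± 2481 in *H. macrostomum* (n = 11), and to 17167 ± 6536 in *H. carbonarium* without fish 1, which had 59339. Of 8 apolipoproteins, 4 were higher and 1 lower in *H. carbonarium* than in *H. flavolineatum* (5 and 1 over the list alone), and 3 were higher and none lower in *H. carbonarium* than in *H. macrostomum*, apolipoprotein L3 (isogroup15757) with a log2 fold change of 2.62 (SE 0.46). In *H. flavolineatum* against *H. macrostomum*, 2 apolipoproteins were higher and 5 lower, a balance that became 4 and 4 under DESeq2 over all fish. Of 12 pancreatic enzymes and 17 apolipoproteins with a name, 10 and 11 were named through Table S2. What each fish had eaten is not in the files.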

Signatures of gene expression in liver can change based on metabolic conditioning (Bernal et al., 2018), life stage (Sarropoulou et al., 2016), temperature variation (Shama, 2015), salinity (Maryoung et al., 2015), among many other variables that were not controlled in this study. Since all the samples from this study were collected in the wild, it is challenging to assess if any specific conditions experienced by the fish throughout development could be responsible for the observed variation in expression. Hence, results corresponding to this section should be interpreted with caution.

A good example of the challenges and limitations of working with wild samples is *H. flavolineatum,* where half of the samples showed upregulation for Vitellogenin. This carrier protein is synthetized in the liver when fishes are getting ready to develop their oocytes (Mommsen & Walsh, 1988). Lipids, carbohydrates and phosphates are carried by Vitellogenin into the oocyte, and these compounds eventually become the egg yolk as maturation progresses (Mommsen & Walsh, 1988). With this in mind, it is likely that the collected individuals were at different stages of oocyte production. However, it is also possible that the individuals analyzed were of different sexes. Grunts lack the sexual dimorphism that characterizes many other coral reef fishes, and the collected samples did not show any signs of gonadal maturation to discern the gender. Removing the individuals that showed upregulation for vitellogenin from the pairwise comparisons resulted in a smaller number of DEG between *H. flavolineatum* and the sister species *H. carbonarium* and *H. macrostomum*. This finding highlights the importance of controlling for gonadal development in studies of liver gene expression in coral reef fishes, in order to avoid overestimation of DEG.

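Leaving out the 6 *H. flavolineatum* lowered the calls that involve *H. flavolineatum* and raised those that do not. The smaller group also recovered fewer simulated differences of 2 log2 units. Against *H. carbonarium* it was 66.2%, from 81.4% over all fish, and against *H. macrostomum* 74.2%, from 88.9%. Between *H. carbonarium* and *H. macrostomum* it was 72.7%, from 70.2%. At 1 log2 unit, recovery went from 21.8% to 12.7% for *H. flavolineatum* against *H. carbonarium* and from 25.6% to 25.8% against *H. macrostomum*. At 3 log2 units, it went from 92.0% to 87.9% and from 91.5% to 92.1%. Against *H. macrostomum* a loss thus shows at 2 log2 units only, and each share comes from 1 simulated set. The egg proteins of these fish and a loss of power cannot be told apart here. Between *H. carbonarium* and *H. flavolineatum*, 934 isogroups were called in both fits, 304 only over all fish and 122 only without the 6 fish. Between *H. flavolineatum* and *H. macrostomum*, 1741 were called in both, 492 only over all fish and 172 only without them. Between *H. carbonarium* and *H. macrostomum*, 1099 were called in both, 61 only over all fish and 124 only without them.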

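Subunits of the respiratory chain that are encoded in the nucleus were more often higher than lower in *H. macrostomum*. A subunit 7A-related protein of cytochrome c oxidase (isogroup8475), the enzyme that passes electrons to oxygen, was at 65.5 ± 17.9 CPM (SD, n = 11) in *H. macrostomum* and 31.3 ± 7.68 (n = 8) in *H. carbonarium*, a log2 fold change of -1.03 for *H. carbonarium* (SE 0.19, adjusted p = 7.59e-05). Cytochrome c oxidase subunit 8B (isogroup878) was at -0.70 for the same contrast (SE 0.17, adjusted p = 0.00199). Against *H. flavolineatum*, cytochrome c oxidase subunit 4 isoform 1 (isogroup6678) was higher in *H. macrostomum* (-0.99 for *H. flavolineatum*, SE 0.19, adjusted p = 1.22e-04), as was NADH dehydrogenase 1 subunit c2 (isogroup13569), a part of complex I (-0.97, SE 0.20, adjusted p = 2.12e-04). Of 28 isogroups of such subunits measured without the 6 fish, 5 were lower and none higher in *H. carbonarium* than in *H. macrostomum*, and 23 did not pass the test (6 lower when adjusted over the list alone). In *H. flavolineatum* against *H. macrostomum*, 7 were lower, 4 higher and 17 did not pass (unchanged over the list alone). Between *H. carbonarium* and *H. flavolineatum*, 3 were lower in *H. carbonarium* and none was higher (4 lower over the list alone). Over all fish with 27 isogroups measured, the counts were 4 lower and none higher for *H. carbonarium* against *H. macrostomum*, and 8 lower and 3 higher for *H. flavolineatum* against *H. macrostomum*. Of the 33 named isogroups, 20 were named through Table S2, and 9 of those measured were named without it. Among all 1344 named isogroups tested without the 6 fish, 271 were lower and 156 higher in *H. carbonarium* than in *H. macrostomum*. For *H. flavolineatum* against *H. macrostomum*, 426 were lower and 305 higher, so these subunits leaned in the same direction as named isogroups in general. In the same contrasts with *H. macrostomum* the digestive enzymes of the pancreas had a median log2 fold change of 2.20 in *H. carbonarium* and 1.47 in *H. flavolineatum*.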

Interestingly, a considerable number of GO categories associated with mitochondrial function, respiratory chain, electron transport and oxidoreductase activity were upregulated for *H. macrostomum*, in comparison with *H. carbonarium* and *H. flavolineatum*. Upregulation of genes associated with these categories is usually associated with an increase of oxygen consumption, as a result of elevated metabolic activity (Zorov, Juhaszova & Sollott, 2014). It would be tempting to suggest that this pattern is caused by the stress of the collections; however, all the specimens in the study were collected with pole spears around the same window of time in a period of 2 days (from 9 am to 1 pm), and upregulation of the same pathways was not observed in the other two species. This observation could be related to the ecology of *H. macrostomum*, as most of the individuals of this species were collected on outer reefs exposed to more intense currents and wave action than the other two species. This pattern is consistent with previous underwater surveys of the Bocas del Toro area, where *H. macrostomum* is more common in exposed areas, while *H. flavolineatum* and *H. carbonarium* are generally seen in bays and in-shore reefs (Dominici-Arosemena & Wolff, 2005). This observation should be interpreted with caution, as comprehensive surveys, respirometry assays and behavioral observations are necessary to confirm this pattern of gene expression.

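Isogroups of respiratory chain subunits that are encoded in mitochondrial DNA went both ways between the species. NADH-ubiquinone oxidoreductase chain 2 (isogroup13551), a proton-pumping part of complex I, was higher in *H. carbonarium* than in *H. macrostomum* (log2 fold change 1.34, SE 0.31, adjusted p = 0.00163), at 30.7 ± 10.9 CPM (SD, n = 8) against 12.3 ± 7.33 (n = 11). Of 12 such isogroups without the 6 fish, 2 were higher in *H. carbonarium* than in *H. macrostomum* and none lower, with 10 not past the test (6 higher when adjusted over the list alone; 3 higher over all fish). For *H. flavolineatum* against *H. macrostomum*, 5 were higher and 6 lower, and for *H. carbonarium* against *H. flavolineatum*, 7 were higher and 5 lower. Over all fish, the 3 isogroups of cytochrome c oxidase subunit 2 were called in both of these contrasts. They summed to 56.1 CPM in *H. flavolineatum* but 0.310 in *H. carbonarium* and 0.123 in *H. macrostomum*. Such low sums can come from reads on copies without a name. NADH-ubiquinone oxidoreductase chains 1 to 4 all summed lower in *H. flavolineatum* than in *H. macrostomum* (-0.84 to -1.54). Cytochrome c oxidase subunit 3 was higher (2.42). All 12 were named through Table S2. ATP synthase subunit a, which lets protons through the membrane, had isogroups with opposite differences: isogroup4021 was at 1589 ± 618 CPM in *H. carbonarium*, 34.1 ± 17.9 in *H. flavolineatum* and 1627 ± 596 in *H. macrostomum*, and isogroup43821 at 221 ± 142, 1727 ± 536 and 5.44 ± 3.14. Their sums were 1810, 1762 and 1632 CPM. The 12 isogroups together came to 5245 CPM in *H. carbonarium*, 7080 in *H. flavolineatum* and 3408 in *H. macrostomum*, an order that rests on cytochrome c oxidase subunit 3, without which the sums were 3337, 2195 and 2497. From the upregulated respiratory categories in *H. macrostomum*, the paper proposes a link to its ecology, since most *H. macrostomum* were collected on outer reefs with stronger currents and waves, and it asks for respirometry and behavioural observations.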

### Selection and differential expression of immunity genes

Pathogens and parasites have the ability to reduce fitness, which leads to intense selective pressure on genes related with immune response (Barreiro & Quintana-Murci, 2010; Phillips et al., 2018). Our analyses of pairwise *d*_N_/*d*_S_ showed positive selection for multiple genes related with immunity, which in turn resulted in significant enrichment of their corresponding GO terms. Some of the most notable examples included positive selection for Toll-like receptors, which encode for recognition of conserved sites of pathogens (Roach et al., 2005); Protein NLRC3, which modulate the activation of T-cells (Paria et al., 2016); E3 ubiquitin-protein ligase TRIM21, associated with anti-viral response (van der Aa et al., 2012); Lysozymes C and G, enzymes that can degrade bacterial cells walls during infection (Jiménez-Cantizano et al., 2008); and IL2 inducible T-Cell Kinase, which regulate the action of T-cells (Krasnov et al., 2013). The analyses also suggest positive selection for MHC Class I Alpha Chain and MHC Class II Alpha Chain, which encode for receptors on the membrane of immune cells, starting the immune response to potential pathogens in vertebrates. Studies suggest that selection in the MHC complex is much more intense than any other immunity-associated gene across the vertebrate tree, and it can even be influenced by sexual selection (i.e.: MHC dissasortative mating; Bernatchez & Landry, 2003; Ejsmond, Radwan & Wilson, 2014). These results indicate that our *d*_N_/*d*_S_ analysis was sensitive enough to detect genes commonly known to be under divergent selection, and that the three sympatric species of *Haemulon* appear to be responding to local pathogens in distinct fashions.

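Immune genes differed between *H. carbonarium* and *H. macrostomum* in both directions. Interleukin-8 (isogroup9888), which attracts neutrophils, was higher in *H. carbonarium* (log2 fold change 3.56, SE 0.40, adjusted p = 2.99e-08), at 30.4 ± 14.4 CPM (SD, n = 8) against 2.60 ± 1.44 (n = 11). This isogroup does not stand for interleukin-8 as a whole. Between *H. flavolineatum* and *H. macrostomum* over all fish, 2 isogroups of that name went in opposite directions (2.48 and -2.30, summed -1.94). CD48 antigen (isogroup534), a surface protein of lymphocytes, was lower in *H. carbonarium* (-1.98, SE 0.35, adjusted p = 5.14e-05), as was protein NLRC3 (isogroup9673), a damper of T-cell activation (-1.39, SE 0.36, adjusted p = 0.00465). GTPases of the IMAP family, which act in lymphocyte survival, went both ways: IMAP family member 8 (isogroup2408) was at 1.45 (SE 0.21) and member 4 (isogroup2126) at -1.32 (SE 0.21). Complement factor H (isogroup929) was lower in *H. carbonarium* (-3.83, SE 0.26, adjusted p = 7.26e-13). An MHC class I antigen (isogroup2721), which presents peptides to T cells, was at 2.74 (SE 0.81) with an adjusted p of 0.0128, which misses the threshold; over all fish it was at 2.70 with an adjusted p of 0.00896. Of 75 isogroups in 9 immune lists, 15 were higher in *H. carbonarium*, 20 lower and 40 did not pass the test (20 higher and 24 lower when adjusted over the lists alone, and 14 higher and 19 lower of 76 over all fish). All named isogroups called in this contrast, immune or not, were 156 higher and 271 lower. By list, higher and lower counts in the immune lists were 3 and 0 of 8 for interferon response, 1 and 1 of 8 for chemokines and interleukins, and 0 and 2 of 3 for lymphocyte markers. They were 3 and 2 of 10 for IMAP GTPases, 0 and 1 of 1 for NLR proteins and 5 and 8 of 31 for complement. Hepcidin, serum amyloid A, C-reactive protein and lysozymes, taken as 1 list, had 1 and 3 of 6, and soluble lectins 2 and 3 of 6. For MHC none of 2 was called (2 higher at an unadjusted p under 0.05 and over that list alone, none by DESeq2 over all fish). Under DESeq2 over all fish, chemokines and interleukins stood at 3 higher and 1 lower, lymphocyte markers at 1 and 2, NLR proteins at 1 and 2 and complement at 5 and 13. Over all fish without *H. carbonarium* fish 1, lymphocyte markers stood at 0 and 1. Only 10 of the measured members were named without Table S2. Of the 315 isogroups called in this contrast alone, 51 have a protein name (16.2%), against 42.1% for *H. carbonarium* and *H. flavolineatum* and 36.1% for *H. flavolineatum* and *H. macrostomum*. The sheet of Table S2 named for this contrast holds values of *H. flavolineatum* against *H. macrostomum*, so DEGs of this contrast alone are mostly without a name. In the same livers, the digestive enzymes of the pancreas summed to 9499 to 59339 CPM in *H. carbonarium* and 390.4 to 8630.3 CPM in *H. macrostomum*.

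**Figure D2:**
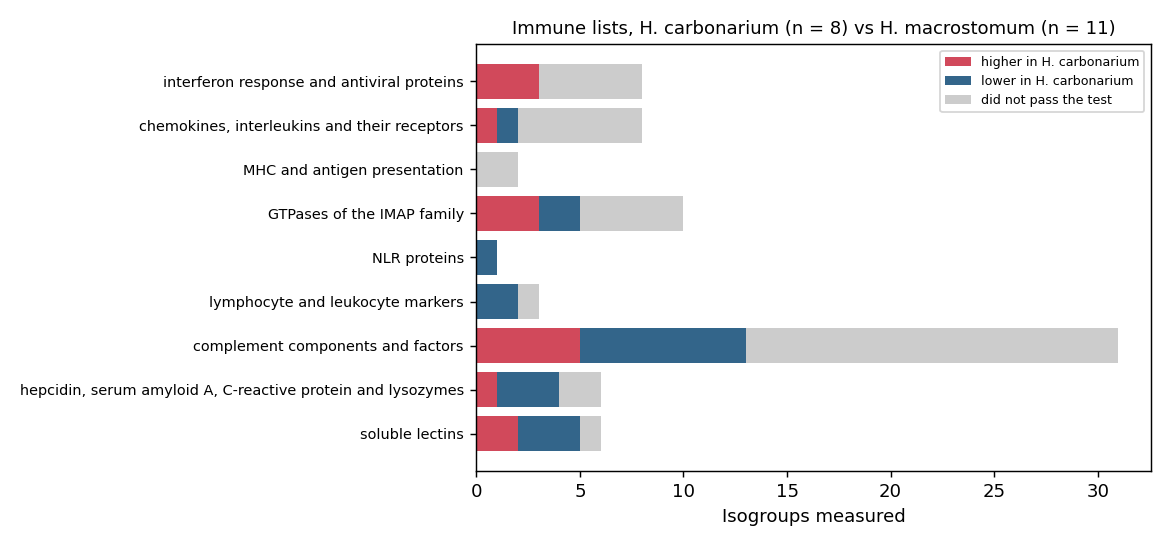
Number of isogroups in each of 9 immune lists that were higher or lower in *H. carbonarium* (n = 8) than in *H. macrostomum* (n = 11) at an adjusted p under 0.01, or did not pass the test, as stacked bars. Over the lists, 15 isogroups were higher, 20 were lower and 40 did not pass the test.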

Interestingly, there was a pattern of upregulation of genes related with immune response for *H. carbonarium* with respect to its sister species *H. macrostomum*. The GO enrichment analysis for gene expression showed upregulated categories such as Response to Virus, Immune Response, Regulation of Lymphocyte Activation, Regulation of Cell Activation and Major Histocompatibility Complex. Further, there was downregulation of categories associated with ribosomal activity electron transport, which are signals of diminished growth and overall metabolic stress. Hence, it is possible that individuals of *H. carbonarium* were exposed to pathogens or viral infection during the time of the collection. This would imply that despite the similarity in habitat and the phylogenetic proximity, the two species could have different susceptibility to pathogens in their natural habitat. However, this observation would need further evaluation, as the number of individuals collected for this study was very limited considering their broad geographic distribution.

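Of 12 translation initiation factors, 3 were lower in *H. carbonarium* than in *H. macrostomum* and none was higher. Eukaryotic translation initiation factor 3 subunit L (isogroup9892), part of the complex that loads ribosomes on messenger RNA, was at 95.1 ± 13.7 CPM in *H. carbonarium* (SD, n = 8) and 239 ± 57.7 in *H. macrostomum* (n = 11), a log2 fold change of -1.31 (SE 0.15, adjusted p = 8.91e-08). Initiation factor 2 subunit 1 (isogroup3602), which brings the first tRNA, was at -1.20 (SE 0.22, adjusted p = 1.11e-04). The other 9 did not pass the test, and the counts adjusted over the list alone and over all fish were the same. All named isogroups called in this contrast leaned the same way, with 271 lower and 156 higher. In *H. flavolineatum* against *H. macrostomum*, initiation factor 2 subunit 1 was at -1.42 (SE 0.20), and 6 of 12 factors were lower and none higher (7 lower over the list alone). Between *H. carbonarium* and *H. flavolineatum* none of the 12 passed edgeR's test (4 higher and 2 lower at an unadjusted p under 0.05, 2 higher and 1 lower by DESeq2 over all fish, 2 higher and none lower in edgeR over all fish with no count filter, and 1 higher and 2 lower over the list alone). None of 5 mitochondrial ribosomal proteins, all named without Table S2, passed the test between *H. carbonarium* and *H. macrostomum* in edgeR or, over all fish, in DESeq2, and 1 was higher in *H. carbonarium* at an unadjusted p under 0.05, 39S ribosomal protein L19 (isogroup29979), at 1.25 (SE 0.52, adjusted p = 0.0768). Pancreatic enzymes went the other way, with 7 of 8 higher in *H. carbonarium*. Few cytosolic ribosomal proteins have a name in the tables at hand, so ribosomal activity was not analysed here beyond these lists.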

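Of the 8 interferon and antiviral isogroups tested, 3 were higher in *H. carbonarium* than in *H. macrostomum* and none was lower. A further isogroup, too low in count to be tested, was lower in *H. carbonarium* over all fish when no count filter was applied in edgeR. Mx2 protein (isogroup1112), a GTPase that blocks viruses inside cells, was at 7.93 ± 7.46 CPM in *H. carbonarium* (SD, n = 8) and 0.473 ± 0.602 in *H. macrostomum* (n = 11), a log2 fold change of 3.78 (SE 0.62, adjusted p = 2.33e-05; 3.74 over all fish). Gamma-interferon-inducible lysosomal thiol reductase (isogroup3130), which unfolds antigens for presentation, was at 1.35 (SE 0.24, adjusted p = 5.63e-05; 1.33 over all fish). The pancreatic enzymes were higher in *H. carbonarium* as well, with a median sum of 15681 CPM against 3085 in *H. macrostomum*. Between *H. carbonarium* and *H. flavolineatum*, interferon-induced protein 44 (isogroup3049) was higher in *H. carbonarium* (2.74, SE 0.51, adjusted p = 1.42e-04), and 3 of the 8 interferon and antiviral isogroups were higher with none lower (3 and 1 when adjusted over the list alone). In *H. flavolineatum* against *H. macrostomum*, 4 were higher and 2 lower. E3 ubiquitin/ISG15 ligase TRIM25 (isogroup34852), which acts in the signalling set off by viral RNA, was higher in *H. flavolineatum* (4.85, SE 0.70). A virus induced TRIM protein (isogroup13773) was lower there (-3.00, SE 0.42). Of the 33 isogroups with such a name, 13 were named through Table S2, and 8 had enough counts to be tested. From upregulated immune and antiviral categories together with downregulated ribosomal and electron transport categories in *H. carbonarium*, the paper proposes that the *H. carbonarium* had been exposed to pathogens or to viral infection around the time of collection.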

### Morphological differences and selection of developmental genes

Body plans of all fishes are controlled by a tightly regulated set of genes that vary in sequence, as well as in timing of expression, across different groups. Our results indicate that many of the genes with evidence for positive selection between the studied species are related to fundamental developmental processes in fish. For example, cytokine stromal-cell derived factor 1 (evidence of positive selection between *H. flavolineatum* and *H. macrostomum*), controls the migration of germ cells that express the chemokine CXCR4, promoting the appropriate formation of the endoderm, and later on, the formation of fast muscle fibers in fishes (Chong et al., 2007). This gene is also associated with the development of the lateral line, as expression on the side of the body defines the location of neuromasts in zebrafish embryos (David et al., 2002). The interactions between CXCR4/SDF1 are also important for the development of the forebrain of fishes, specifically the neurons related to the olfactory bulbs (Palevitch et al., 2010). Meanwhile, the RNA-binding protein pumilio homolog 2 (evidence of positive selection between *H. carbonarium* and *H. macrostomum*) is an RNA-binding protein expressed in the brain and gonads of rainbow trout (Kurisaki et al., 2007), as well as gonads, liver, kidney and brain of zebrafish (Wang et al., 2012). A study in zebrafish suggests this gene is essential for the development of the anterior-posterior axis during embryogenesis and plays a role in the formation of the nervous system (Wang et al., 2012). All comparisons suggested positive selection for the oral facial digital syndrome 1 (OFD1) and the PC4 and SFRS1 interacting protein 1 (PSIP1 or LEDGF). OFD1 has been extensively studied in humans, as mutations of this gene can lead to dysmorphia of the cranium, extremities and oral cavity, which often result in prenatal death (Prattichizzo et al., 2008). This protein is associated with centrosomes and primary cilia of vertebrates, and plays a vital role in tissue development and lateralization of organs (Romio et al., 2003; Prattichizzo et al., 2008). Changes in expression of OFD1 in zebrafish during embryogenesis leads to bent body axes, randomization of laterality, improper development of organs (including brain and heart) and deformity of jaws (Ferrante et al., 2008). Meanwhile, PSIP1 is a regulator of expression of *Hoxa* and *Hoxd* genes in mammals, genes that are key for the proper development of the anterior/posterior axis (Pradeepa et al., 2014). Mutations of the latter can lead to deformations of the cranium and torso of mice embryos (Sutherland et al., 2006).

Without extensive in situ hybridizations and gene manipulation experiments it would be impossible to pinpoint the precise role of the genes under positive selection in the divergence of the studied species. However, if we put our results in the context of previous studies of the Haemulidae family, it is plausible that positive selection of these coding regions is associated with the stark morphological differences between the three focal species, including body depth, head shape and pharyngeal morphology (Fig. 1; Lindeman & Toxey, 2003; Tavera, Acero & Wainwright, 2018). The morphological studies on haemulids suggest large morphological differences between sympatric sister species are common for grunts that inhabit coral reef ecosystems, especially for traits related with feeding morphology and prey capture (Price et al., 2013; Tavera, Acero & Wainwright, 2018). Further, differences in diet between closely related species have also led to differences in body shape, as at least a dozen transitions from benthic to pelagic feeding have been documented in haemulids (Tavera, Acero & Wainwright, 2018). Thus, it is hypothesized that large morphological differences of haemulids are promoted by character displacement and resource partitioning between closely related species, which is feasible thanks to the high diversity of prey items in coral reef ecosystems (Price et al., 2013). This could explain, at least in part, positive selection of genes associated to body shape between the closely related species analyzed in this study.

## Conclusions

Overall, the comparisons of grunts’ transcriptomes suggest that despite their close phylogenetic relationship and overlapping distributions, these species interact with their environment in very different ways, as they show considerable differences in metabolic and immunological processes. In addition, by finding positive selection of genes associated with feeding morphology and body shape, our results are in-line with hypotheses that suggest diversification of grunts has been promoted by resource partitioning between closely related groups. The sequencing, assembly and annotation of the transcriptome of these three species represents the most complete genomic resource for grunts to date, and will be an essential tool for future studies of this interesting group of coral reef fishes.

## Supplemental Information

10.7717/peerj.6541/supp-1 Supplemental Information 1 Supplementary Figures. PDF containing the Supplementary Figs. S1 through S10.

10.7717/peerj.6541/supp-2 Supplemental Information 2 Genes under positive selection for the pairwise dN/dS comparisons.

10.7717/peerj.6541/supp-3 Supplemental Information 3 Differentially expressed genes between the three sympatric species of grunts.

10.7717/peerj.6541/supp-4 Supplemental Information 4 Assembly and annotation files for *Haemulon flavolineatum*.

10.7717/peerj.6541/supp-5 Supplemental Information 5 Assembly and annotation files for *Haemulon carbonarium*.

10.7717/peerj.6541/supp-6 Supplemental Information 6 Assembly and annotation files for *Haemulon macrostomum*.

## Additional Information and Declarations

### Field Study Permissions

The following information was supplied relating to field study approvals (i.e., approving body and any reference numbers): MiAmbiente Panama provided permit number SC/A-412 for this study.

### DNA Deposition

The following information was supplied regarding the deposition of DNA sequences: The raw sequences for this project were are available at NCBI Bioproject PRJNA497743. CT scans for Haemulon are available at MorphoSource, media files: 66603 (https://www.morphosource.org/Detail/MediaDetail/Show/media_id/36283), 66606 (https://www.morphosource.org/Detail/MediaDetail/Show/media_id/36284), 66609 (https://www.morphosource.org/Detail/MediaDetail/Show/media_id/36285).

### Data Availability

The following information was supplied regarding data availability: Pipeline for the assembly and annotation of sequences: https://github.com/z0on/tag-based_RNAseq Pipeline for the analyses of dN/dS: https://github.com/grovesdixon/dNdS_for_grunts

How the deposited data were processed for this re-analysis (not part of the article)

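The data are TagSeq counts from livers of wild *H. carbonarium* (8 fish), *H. flavolineatum* (17 fish) and *H. macrostomum* (11 fish), with 1 library per fish and no pooling. The authors removed reads of low quality and PCR duplicates with the FastX Tool Kit, trimmed adaptors with a script of their TagSeq pipeline, mapped single-end reads of all 3 species with Bowtie2, searching up to 5 matches per read, to the annotated de novo liver transcriptome of *H. macrostomum*, and counted reads per isogroup. The paper's text does not give the versions of Bowtie2 and DESeq2. The counts are whole numbers without normalization, for 58532 isogroups, and their totals per fish range from 578011 to 3252882. No column was left out.

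Tests were run in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Isogroups were kept by filterByExpr with the species as groups and its default settings (minimum count 10, minimum total count 15, large group size 10, minimum proportion 0.7), which left 8598 of them over all 36 fish and 8518 over the 30 fish of the repeated contrasts. Counts were scaled by TMM, a quasi-likelihood model with species as its only term was fitted to all fish at once, and each contrast and the test over the 3 species were adjusted by Benjamini-Hochberg. DEGs have an adjusted p under 0.01. The paper writes p < 0.01 for its test over the 3 species, without saying that it is adjusted, and names no threshold for the pairwise contrasts. The standard error of a log2 fold change is its size divided by the square root of its F statistic. Levels of single isogroups, pancreatic enzymes and mitochondrial subunits are in CPM of the TMM-scaled total of the tested isogroups. Levels of egg proteins per fish are in CPM of the TMM-scaled whole library, since some of their isogroups lie below the filter, and are a few percent lower on that scale.

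The 6 *H. flavolineatum* that the paper left out of its repeated contrasts are not listed in its text. They were identified by non-negative least squares of the mean counts in Table S2 on the counts of each fish, with a relative tolerance of 0.001 for each mean, and a DESeq2 refit was then set against the published fold changes. The search was tested on 20 simulated sets of fish.

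Protein names came from Table S2 (1146 tested isogroups), from the part of the UniProt annotation at hand (2000 of 19718 lines, 177 tested isogroups) and from the part of the TrEMBL annotation at hand (2000 of 23322 lines, 24 tested isogroups). The 18 protein lists are patterns on these names: vitellogenins and egg envelope proteins, respiratory chain subunits encoded in mitochondrial DNA and in the nucleus, translation initiation factors, mitochondrial ribosomal proteins, 9 immune lists, digestive enzymes of the exocrine pancreas, cytochrome P450 enzymes, apolipoproteins, and heat shock proteins. No set test was made on them, because Table S2 holds only DEGs and the annotation is held in part. For the same reason, the GO enrichments and the numbers of annotated DEGs were not analysed here, and neither were the ratios of substitution rates, whose alignments are not among the count data.

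The isogroups named in the text follow a rule: in each contrast over all fish, the 6 highest and 6 lowest log2 fold changes among named DEGs whose levels do not overlap between the species, the 2 members of each list with the smallest p, every egg protein, and every protein named in the paper's results on expression. Values in Table S2 had been seen when the rule was written. An isogroup that the rule names in 1 contrast is in places also given in another. The tests, lists, rule and main alternatives were set before the data were examined.

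The PCoA used Manhattan distances of variance-stabilized counts (DESeq2 1.42.0, ape 5.8.1), and species labels were permuted 999 times with adonis2 in vegan 2.7.1. Confidence intervals of shares are exact Clopper-Pearson intervals at 95% from the counts. Where a species had no count of an isogroup, folds were taken against 3 counts over the group. With few counts, the ratio of pooled counts per total is given with its exact 95% interval. Tables and figures were made with Python 3.11.15, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

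The test was checked on simulated data: counts were drawn from a negative binomial distribution with the mean levels, dispersions and library sizes of these fish, 200 isogroups per contrast were given known differences of 1, 2 or 3 log2 units, and the calls were counted. In each contrast at most 2 calls were false. At these depths a difference of 3 log2 units was recovered for 88.9% to 92.0% of isogroups over all fish, and one of 1 log2 unit for 16.1% to 25.6%.

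Alternatives were a DESeq2 fit without a count filter, the tool the paper names, median-of-ratios and upper-quartile scaling in edgeR, no count filter, a minimum mean count of 10, an adjusted p under 0.05, only the species compared, the fish number as a replicate block, each fish left out in turn, lists without names from Table S2, and for the PCoA other genes and another transformation. Added later were a DESeq2 fit with a prior on fold changes, the 3-species test and the PCoA without the 6 fish, the lists without *H. carbonarium* fish 1, and vitellogenin B without *H. flavolineatum* fish 2 and 11. The count of DESeq2's likelihood ratio test comes from its standard call with outlier replacement, chosen after counts from 2 other calls of that test had been seen.

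Each count of DEGs was set against 100 random splits of the same fish into groups of the same sizes, the real one included. Tests of single explanations used 1000 random sets of isogroups matched for direction and expression, and 10000 random lists matched for expression, of which the 9497 that held no isogroup more than once were used. Correlations across fish were taken after each species' mean was subtracted.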

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

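The test of trypsinogen H2_3a4 alone and the values without *H. carbonarium* fish 1 were chosen after the results were seen.

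Digestive enzymes of the exocrine pancreas, which the paper does not discuss, were abundant in the liver libraries. Their sum averaged 22438 CPM in *H. carbonarium*, and 7 of 8 enzymes were higher there than in *H. macrostomum*, both over all fish and without *H. carbonarium* fish 1. That fish stood apart from the other 7 of its species with 59339 CPM, the next being at 27519 (a gap of 0.638 of the range). Without it the mean was 17167 CPM, and for *H. carbonarium* against *H. flavolineatum* the enzymes higher and lower went from 5 and 1 to 3 and 2.

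A candidate explanation is pancreatic tissue in the liver samples, since pancreas is spread through or around the liver in many bony fishes. After each species' mean was taken out, the enzymes rose and fell together across fish, with a median pairwise correlation of 0.633 against 0.0314 for random lists, and 100% of 9497 random lists lay lower. The same held within each species (0.716, 0.656 and 0.701). More pancreatic tissue of the same make-up does not by itself account for trypsinogen H2_3a4, the most different of the enzymes, whose log2 fold change of 8.97 lay 5.49 above the highest of the others (3.48). Another copy of this gene taking the reads of *H. macrostomum* stays open, as does a difference between the species in feeding or in the form of the pancreas, and none of these was tested.

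Choriogenin, an egg envelope protein, was at 998.98 CPM in *H. carbonarium* fish 1, and the next fish of that species was at 172 (gap 0.870 of the range). The fish had 0.0831% of its counts in egg proteins (95% exact interval 0.0766 to 0.0900). Both exceedances fall on fish 1, out of 6 measures tested in the 8 *H. carbonarium*, and both gaps are wider than the critical one. Chance exceeds that one in about 1 of 20 tests of normally distributed values. These gaps were taken on CPM without logarithms, so that rate need not hold here, and gaps on a log scale were not tested. Without this fish, 1221 DEGs were called between *H. carbonarium* and *H. flavolineatum* and 1149 between *H. carbonarium* and *H. macrostomum*. No explanation was tested for the choriogenin level.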

How the results depend on the processing

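The DESeq2 fit with a prior on fold changes, the runs without the 6 fish, the lists without *H. carbonarium* fish 1, egg proteins without 2 more *H. flavolineatum* and the way DESeq2's likelihood ratio test was called were chosen after the data were seen. Counts of DEGs are given for the test over the 3 species, then for *H. carbonarium* against *H. flavolineatum*, *H. carbonarium* against *H. macrostomum* and *H. flavolineatum* against *H. macrostomum*.

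Median-of-ratios scaling, upper-quartile scaling and a minimum mean count of 10 kept every DEG count within 1.5 times its reported value. DESeq2 without a count filter gave 6026, 2297, 2202 and 4397 over all fish and 2007, 2317 and 3682 in the repeated contrasts. Other calls of the likelihood ratio test gave 6044 on the object of the pairwise fit and 6039 without outlier replacement. No count filter in edgeR gave 7220, 2427, 2513 and 5526, and 2095, 2759 and 4617. These settings test more isogroups, but the cause of the higher counts was not tested. An adjusted p under 0.05 gave 2002 and 1933 for the contrasts of *H. carbonarium* over all fish, and 1809 and 2030 in the repeated ones, by its construction. The fit with a prior gave 2375, 2291 and 4439, and 2044, 2420 and 3749; the cause was not tested. Fitting only the species compared gave 795 in the repeated contrast of *H. carbonarium* and *H. macrostomum*; the cause was not tested.

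With the fish number as a replicate block, DEGs were 1998, 720, 914 and 1639 over all fish, and 623, 930 and 1383 in the repeated contrasts, of which 720 and 623 lie beyond 1.5 times. The numbers do not pair the fish. Between fish of different species with the same number, correlations of levels, after each species' mean was subtracted, ran from -0.157 to 0.303, with 1 pair over 0.1 and 1 matching best with its own number. The cause of the lower counts was not tested. An MHC class I antigen (isogroup2721), not called between *H. carbonarium* and *H. flavolineatum*, went from a log2 fold change of 0.20 to -0.17 under the block; the cause was not tested.

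Leaving out each fish in turn gave 2550 to 2935 DEGs over the 3 species, 1104 to 1290, 1036 to 1237 and 1980 to 2424. Without the 6 fish the test over the 3 species gave 2505.

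Of the members of the protein lists called over all fish (81, 62 and 116 in the 3 contrasts), only 3, 1 and 2 are named without Table S2, since most names come from it. Of the higher and lower counts by list, over all settings, 492 stayed within 1.5 times and 156 did not: 71 with names from the annotation alone, 36 with no count filter, 32 by DESeq2, 12 without the 6 fish and 5 without *H. carbonarium* fish 1. Over single named isogroups and all settings, 701 values kept their direction and side of the threshold, 38 fell below it (26 under the block), 3 rose past it and 1 reversed. The MHC class I antigen, called between *H. carbonarium* and *H. macrostomum* over all fish, was not called there by DESeq2 or in the repeated contrast.

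The share of variation on the first 2 PCoA axes was 55.0% over the DEGs of the likelihood ratio test, by their selection for species differences in these fish. It was 35.0% over the tested isogroups, and the cause of this was not tested. It was 23.0% with log2 values and 24.4% without the 6 fish. With raw library sizes, 107 egg protein levels per fish moved by less than the SD of their species, a wide bound in *H. flavolineatum*. There fish 10 went from 52687 to 34499 CPM for vitellogenin and from 208745 to 136685 for choriogenin, which was then highest in fish 13. Zona pellucida proteins in *H. carbonarium* fish 2 went from 63.1 to 81.9 CPM, by construction of the scaling. At these depths, differences of 1 log2 unit were mostly missed.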

Differences from the paper's values

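The DESeq2 fit with a prior on fold changes and the call of DESeq2's likelihood ratio test over the 3 species were chosen after seeing the values; all other alternatives named here were set before the data were examined.

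For the test over the 3 species, 2800 DEGs were found, and the paper's value is 6028. For the first round of contrasts, 1238 DEGs stand against the paper's 2367 (*H. carbonarium* and *H. flavolineatum*), 1160 against the paper's 2283 (*H. carbonarium* and *H. macrostomum*) and 2233 against the paper's 4427 (*H. flavolineatum* and *H. macrostomum*). For the repeated contrasts in the same order, 1056 stand against the paper's 2040, 1223 against the paper's 2283 and 1913 against the paper's 3742. By direction, 611 higher and 445 lower stand against the paper's 1234 and 806, 553 and 670 against the paper's 1075 and 1208, and 785 and 1128 against the paper's 1462 and 2280. The paper writes p < 0.01 for the 3 species only, without saying that it is adjusted. The paper used DESeq2 and states no count filter, and the reported values come from edgeR with one.

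Under DESeq2, the paper's tool, without a count filter, every one of these counts lies within 1.5 times the paper's: 6026 for the 3 species (with 2 other calls seen before it, 6044 and 6039), 2297, 2202 and 4397 in the first round, and 2007, 2317 and 3682 in the repeated one, with 1231 and 776, 1120 and 1197, and 1435 and 2247 by direction. The same holds with no count filter in edgeR (7220, then 2427, 2513 and 5526, then 2095, 2759 and 4617). It also holds for the pairwise contrasts at an adjusted p under 0.05 (2002, 1933 and 3257, then 1809, 2030 and 2846), and not at that threshold for the 3 species. Under median-of-ratios scaling, upper-quartile scaling, a minimum mean count of 10, the replicate block, only the species compared and each fish left out, where these were run, all of these counts still differ from the paper's. The fit with a prior, chosen after seeing the values, gave 2375, 2291 and 4439, then 2044, 2420 and 3749, with 1462 higher in *H. flavolineatum* than in *H. macrostomum*, which equals the paper's number. This fit, chosen after seeing the values, drops 0 of the paper's 677 called isogroups for *H. carbonarium* and *H. flavolineatum* and 0 of the paper's 1355 for *H. flavolineatum* and *H. macrostomum* over all 36 fish, but 307 of these 1355 without the 6 fish, the set the paper's text names. Of the 1152 in the sheet named for *H. carbonarium* and *H. macrostomum*, it drops 739 against that contrast and 0 against *H. flavolineatum* and *H. macrostomum* without the 6 fish.

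The paper's number of mapped reads of *H. carbonarium* is 18043592, and the counts of that species sum to 11796490. These are different quantities, reads mapped and reads counted per isogroup, and no alternative applies.

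The paper states that immune genes were upregulated in *H. carbonarium* compared with *H. macrostomum*. Over the 75 isogroups of the immune lists, 15 were higher and 20 lower, while the interferon and antiviral list, 3 higher and none lower, goes the paper's way. So do the 2 MHC isogroups when adjusted over their list alone, both higher, and the median log2 fold change of the 75, at 0.28 with 40 above 0. The tally covers named isogroups, and of those called in this contrast alone 16.2% have a name. All named isogroups called in it were 156 higher and 271 lower, so the 15 and 20 do not by themselves go against the paper. The paper states that respiratory categories were upregulated in *H. macrostomum* compared with both other species. Of 12 isogroups of subunits encoded in mitochondrial DNA, 2 were higher in *H. carbonarium*, none was lower and 10 did not pass the test. Over all fish, 1 of the 3 higher was of ATP synthase subunit a, whose 2 isogroups summed to a log2 fold change of 0.149. These few calls lean the other way but do not by themselves go against the paper. Of the nuclear ones none was higher and 5 were lower. In *H. flavolineatum* both lists hold more lower than higher isogroups, 6 and 5 for mitochondrial DNA (median log2 fold change -0.83, with 3 of the 5 of cytochrome c oxidase subunit 2) and 7 and 4 for the nucleus (median -0.29). All named isogroups called there leaned the same way, with 426 lower and 305 higher. Table 3 lists translation initiation among the terms up in *H. carbonarium* against *H. macrostomum*, and of 12 initiation factors none was higher and 3 were lower. Named isogroups in general leaned lower in this contrast too, with 271 lower and 156 higher. The ribosomal categories that the paper's text gives as downregulated are another set of genes. The paper states that repeating the test without the fish with high reproductive genes gave fewer DEGs. That holds here for both contrasts of *H. flavolineatum*, while for *H. carbonarium* and *H. macrostomum* the count rose from 1160 to 1223, where the paper's is 2283 in both rounds. The paper gives the upregulated *H. flavolineatum* as a larger part of the species' samples than the 6 of 17 left out, and 2 of the fish kept, fish 2 and 11, had more vitellogenin than the other 9. These tallies use lists of names rather than the paper's GO terms, which were not analysed here.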

Other observations

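The tests of ATP synthase subunit a, of the sheets of Table S2 and of absent isogroups with equal numbers of fish were chosen after the results were seen.

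Cytochrome P450 enzymes oxidize hormones, fatty acids and foreign compounds. Against *H. macrostomum* without the 6 fish, 10 of 18 were lower, none higher and 8 did not pass the test in *H. carbonarium*, and 12 were lower, 2 higher and 4 did not pass in *H. flavolineatum*, also when adjusted over the list alone. Cytochrome P450 2N14 (isogroup12256) had a log2 fold change of -5.20 for *H. carbonarium* against *H. macrostomum* (SE 0.71, adjusted p = 1.27e-06), and cytochrome P450 2K1 (isogroup18515) one of -8.90 for *H. flavolineatum* (SE 0.49, adjusted p = 1.24e-15), which was -6.30 over all fish. The 2 isogroups named cytochrome P450 2K1 were called in opposite directions between *H. carbonarium* and *H. flavolineatum* over all fish (3.26 and -2.75). All named isogroups called against *H. macrostomum* leaned lower as well, with 271 lower and 156 higher in *H. carbonarium* and 426 and 305 in *H. flavolineatum*. Poorer mapping to the *H. macrostomum* reference would also give lower counts in both species. Of the 26 named P450 isogroups, 20 are named through Table S2.

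Soluble lectins, which bind sugars of microbes, held some of the largest differences but no common direction. Intelectin-1a (isogroup48155) was higher in *H. flavolineatum* than in *H. macrostomum* (7.54, SE 0.35), while a lectin C-type domain containing protein (isogroup37168) was lower (-7.23, SE 0.78), and 3 of 6 lectins were higher and 3 lower, against 3 and 5 by DESeq2 over all fish. The other of the 2 intelectin-1a isogroups was lower in *H. flavolineatum* over all fish (-2.37), and the 2 summed to a log2 fold change of 0.519. Between *H. carbonarium* and *H. flavolineatum*, none was higher and 2 were lower, also over the list alone, against 4 lower by DESeq2 or with no count filter in edgeR, and 1 lower without *H. carbonarium* fish 1, each over all fish. Of 5 heat shock proteins and DnaJ chaperones, none was higher in any contrast without the 6 fish, and 1, 1 and 2 were lower (1, 2 and 3 over the list alone), though over all fish DESeq2 called 2 higher and 2 lower between *H. flavolineatum* and *H. macrostomum*.

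Isogroups with no counts in a species but at least 20 in another were compared at the same total of 11796490 counts per species, though not of fish, and in *H. carbonarium* 153 isogroups of *H. macrostomum* were missing, against 63 the other way, a ratio of 2.43. For *H. flavolineatum* the numbers were 154 and 61, a ratio of 2.52, and between *H. carbonarium* and *H. flavolineatum* 62 and 75. With 8 fish per species and neither the 6 fish nor egg proteins, the median ratios over 100 draws of fish were 2.07 (1.43 to 2.60) and 2.09 (1.38 to 2.81). This pattern is consistent with reads of the other species mapping less well to the *H. macrostomum* reference. A reference assembled from livers of *H. macrostomum* also holds what that species expressed, and transcripts that it alone expresses stay open, as no test here separates them.

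Isogroups with the same protein name were often called in opposite directions, in 28 of the 61 names with at least 2 calls between *H. flavolineatum* and *H. macrostomum*. A candidate explanation is that reads of each species fall on different copies in the reference. For ATP synthase subunit a, log2 fold changes of 8.32 and -5.59 became 0.11 in size once the isogroups were summed, as that explanation requires. Over all such names, 60% of random sets had a summed change as small in this contrast, 28.4% for *H. carbonarium* against *H. flavolineatum* and 69.6% for *H. carbonarium* against *H. macrostomum*, and for subunits encoded in mitochondrial DNA the largest summed change was 0.959 of the largest single one. The 60%, the 69.6% and the 0.959 met the bound set beforehand against the explanation, while the 28.4% did not. After they were seen, this was judged wrong, because the bound assumed that all copies of a gene have a name, and only 15.7% of tested isogroups do, so that copies without a name are not in the sums: cytochrome c oxidase subunit 2 came to 0.123 CPM in *H. macrostomum* beside 911 for subunit 3. The 2 tests therefore decide nothing, and copies and real differences between paralogs cannot be told apart.

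The sheet of Table S2 named for *H. carbonarium* and *H. macrostomum* was set against DESeq2 refits with a prior. Its 1152 log2 fold changes differed by a median of 0.827 from that contrast, with 985 of the same sign. From *H. flavolineatum* against *H. macrostomum* without the 6 fish they differed by a median of 4.19e-06, with all 1152 of the same sign. The sheet named for *H. flavolineatum* and *H. macrostomum* differed by 4.78e-06 from that contrast over all 36 fish, and the sheet named for *H. carbonarium* and *H. flavolineatum* by 3.75e-06 from that contrast without the 6 fish. Of the 1152 isogroups in the first sheet, 739 were not called in the refit of the contrast it is named for.

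For every count of DEGs, the real split was the only 1 of 100 with as many calls, the smallest share that 100 splits allow. Random splits mix the species, which widens the spread within their groups. The splits thus show that the groups differ, but not how many of the single calls are due to chance. The test over the 3 species called 2800 against a highest other of 26. Over all fish the counts were 1238 against 11, 1160 against 178 and 2233 against 12, and in the repeated contrasts 1056 against 1, 1223 against 21 and 1913 against 1.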
